# Transcriptional and Metabolic Profiling of Potato Plants Expressing a Plastid-Targeted Electron Shuttle Reveal Modulation of Genes Associated to Drought Tolerance by Chloroplast Redox Poise

**DOI:** 10.3390/ijms21197199

**Published:** 2020-09-29

**Authors:** Juan J. Pierella Karlusich, Rocío C. Arce, Fahimeh Shahinnia, Sophia Sonnewald, Uwe Sonnewald, Matias D. Zurbriggen, Mohammad-Reza Hajirezaei, Néstor Carrillo

**Keywords:** drought, stress responses, photosynthesis, chloroplast redox status, flavodoxin, transcriptomics, metabolomics, potato, tuber yield

## Abstract

Water limitation represents the main environmental constraint affecting crop yield worldwide. Photosynthesis is a primary drought target, resulting in over-reduction of the photosynthetic electron transport chain and increased production of reactive oxygen species in plastids. Manipulation of chloroplast electron distribution by introducing alternative electron transport sinks has been shown to increase plant tolerance to multiple environmental challenges including hydric stress, suggesting that a similar strategy could be used to improve drought tolerance in crops. We show herein that the expression of the cyanobacterial electron shuttle flavodoxin in potato chloroplasts protected photosynthetic activities even at a pre-symptomatic stage of drought. Transcriptional and metabolic profiling revealed an attenuated response to the adverse condition in flavodoxin-expressing plants, correlating with their increased stress tolerance. Interestingly, 5–6% of leaf-expressed genes were affected by flavodoxin in the absence of drought, representing pathways modulated by chloroplast redox status during normal growth. About 300 of these genes potentially contribute to stress acclimation as their modulation by flavodoxin proceeds in the same direction as their drought response in wild-type plants. Tuber yield losses under chronic water limitation were mitigated in flavodoxin-expressing plants, indicating that the flavoprotein has the potential to improve major agronomic traits in potato.

## 1. Introduction

Environmental stress represents the most important single factor limiting crop yield worldwide, a situation that will certainly aggravate in the near future as a consequence of global climate change [1,2]. Among the adverse conditions that constrain plant growth and reproduction, drought has the highest impact in quantitative terms [3]. Water restriction negatively affects photosynthetic rates by decreasing CO_2_ availability as a result of stomatal closure, and by feedback inhibition due to limitations in photosynthate transport to sink organs [4,5]. Many changes associated to water deficit are therefore detected in the leaves and, accordingly, drought responses are inextricably linked to photosynthesis and chloroplast biochemistry [6].

Potato is the third most important food crop in the world [3,7], and is vulnerable to drought, salinity and other environmental stresses, which affect tuber yield and quality [8,9]. The situation is particularly critical in developing countries where potato is most important as an affordable and nutritionally rich food supply [5], and where the impact of global climate change is predicted to be more severe [1,9]. Therefore, breeders face increasing pressure to develop new lines with improved drought tolerance while keeping high crop yield, tuber quality and market acceptance [5].

Water limitation elicits a very complex plant response, which combines physiological, cellular and metabolic adaptations to the stress situation, and involves genome-wide changes in gene expression patterns. While many drought-responsive genes have been identified, it is presently difficult to define the role played by most of them in the tolerance against this environmental challenge [10]. As many other abiotic stresses, water deficit causes a rise of reactive oxygen species (ROS) levels, especially in leaves [11]. Indeed, Vasquez-Robinet et al. [8] reported that the higher drought tolerance displayed by Andean potato genotypes was related to enhanced expression of genes encoding antioxidant proteins located in chloroplasts. Moreover, potato transformation with genes related to ROS scavenging led to lines exhibiting improved performance under water deprivation [12,13,14], indicating that manipulation of ROS metabolism is a promising strategy to improve drought tolerance [11].

We have generated tobacco plants with increased tolerance to multiple sources of abiotic stress by introducing a cyanobacterial flavodoxin (Fld) directed to chloroplasts [15,16]. Fld is an electron carrier flavoprotein present in bacteria and some algae that displays essentially the same activities and redox interactions as the iron-sulfur protein ferredoxin (Fd), including functional integration as a final electron acceptor in the photosynthetic electron transport chain (PETC). Fld expression is normally induced in microorganisms under conditions of iron starvation and environmental stress that cause Fd down-regulation, taking over Fd functions as its levels decline, and preventing over-reduction of the PETC and ROS propagation [16,17]. Long before the advent of terrestrial plants, the Fld gene disappeared during the evolutionary transition of the green algal lineage from the open ocean to freshwater, correlating with changes in iron bioavailability across habitats (low in the ocean, high in freshwater) that impact Fd levels [18]. However, introduction of a plastid-targeted Fld in various plant species improved delivery of reducing equivalents to productive pathways of the chloroplast, which in turn restricted plastid ROS production and increased tolerance to drought and other stresses [15,16,19,20,21,22].

The need for drought-tolerant potato lines prompted us to evaluate the Fld approach in this crop. We describe herein the preparation and characterization of potato plants expressing a plastid-localized Fld, and displaying improved photosynthesis, growth and tuber yield under conditions of water deprivation. To gain further insights into the mechanism(s) of Fld-associated stress tolerance, we generated genome-wide transcript profiles from wild-type (WT) and Fld-expressing leaves at a pre-symptomatic stage of water restriction, and combined this approach with metabolic profiling of carbohydrates and amino acids. The results provide a detailed snapshot of how chloroplast redox biochemistry affects gene expression, metabolism and yield in a major crop during this agronomically relevant abiotic stress.

## 2. Results

### 2.1. Expression of Plastid-Targeted Fld Improved Potato Drought Tolerance

Potato plants were transformed with the *fld*-containing plasmid described by Tognetti et al. [15] using published methods ([23]; Figure S1a; see Materials and Methods). Several independent *Stpfld* lines (for ***S****olanum **t**uberosum* **p**lastidic **Fld**) were obtained, expressing different Fld levels as revealed by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting (Figure S1b). The flavoprotein was recovered from leaf extracts as a mature-sized product (Figure S1b), suggesting plastid import and processing [15]. Traces of Fld precursor and processing intermediates were detected in highly expressing *Stpfld252* and *Stpfld239* lines (Figure S1b), as already observed in tobacco [15].

To evaluate the drought tolerance conferred by Fld introduction, 30-days old WT and *Stpfld* plants cultured under growth chamber conditions (see Materials and Methods) were exposed to water deficit by interrupting irrigation. Visual symptoms of stress were observed in WT leaves after ~9 days of treatment, and by 14 days wilting extended to both leaves and stems (Figure 1a), correlating with significant decreases in leaf relative water contents (RWC, Figure S2). Under the same conditions, Fld-expressing plants looked healthy (Figure 1a) and retained leaf turgor (Figure S2).

As indicated, photosynthesis is a most sensitive target of water deficit. Measurements of chlorophyll *a* fluorescence on WT leaves revealed a fast decrease in the *F*_v_’/*F*_m_’ ratio after only 2–3 days of stress (Figure 1b). This parameter is customarily used to monitor damage to photosystem (PS) II [24]. The quantum yield of PSII (Φ_PSII_), which provides an estimation of electron flow through this photosystem, also declined steadily with the days of treatment (Figure 1c). Finally, dissipation of the excess of energy not used for photochemistry, a process monitored by the non-photochemical quenching of chlorophyll fluorescence (NPQt), increased as stress became more severe (Figure 1d). The results indicate that drought-associated photosynthetic impairment preceded visible tissue dehydration and increased as wilting progressed (Figure 1b–d). These detrimental effects were largely prevented by Fld presence in chloroplasts of the transgenic plants, as indicated by differential preservation of PSII integrity and electron flow, and comparatively lower values of NPQt (Figure 1b–d). Only minor differences, without statistical significance, were observed in well-watered plants of all lines during the timespan of the assay (Figure 1b–d).

ROS build-up is also a common feature of environmental stress conditions [11,25], and the protective effect of Fld has been linked to its role as a general antioxidant specific for chloroplasts [16,17,26]. ROS accumulation was visualized by confocal laser scanning microscopy (CLSM) in leaves of water-deprived plants infiltrated with 2′,7′-dichlorodihydrofluorescein diacetate (DCFDA). Results are illustrated in Figure 2 for *Stpfld252* plants, a line displaying high levels of Fld expression (Figure S1b) and drought tolerance (Figure 1). Under the conditions employed, DCFDA fluorescence was nearly undetectable in watered plants from both genotypes (Figure 2a). At 14 days of water withdrawal, WT leaves showed significant increases in ROS-associated fluorescence (Figure 2b). Actually, ROS build-up was already evident after only 3 days of treatment, indicating that increased production of these reactive species was an early manifestation of the plant stress response (Figure 2b). Presence of plastid Fld largely prevented this rise (Figure 2b). About 60% of total ROS was associated to chloroplasts in both conditions and genotypes (Figure 2c).

### 2.2. Microarray Analysis of Drought-Stressed Plants Expressing Chloroplast Fld

Most transcriptome analyses on water-restricted potatoes have been performed on plants showing stress symptoms [27,28,29]. However, Fld provided protection against drought effects occurring at a pre-symptomatic stage that might contribute to the differential tolerance exhibited by Fld-expressing plants. Therefore, a genome-wide transcriptional profiling was carried out using WT and *Stpfld252* leaves sampled at 3 days of treatment as RNA source, together with their corresponding watered controls. 

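Leaf RNA was hybridized to 8 one-colour arrays, 2 for each genotype (WT, or *Stpfld252*, a line with plastid-targeted Fld) and treatment (watered control, or 3 days without water). The paper states that leaf material of 10 plants per genotype and treatment was used and that 2 pools, from independent experiments, were hybridized per group. Plant age was 30 days in the paper's methods and 4 weeks in the sample labels. For each array, the authors deposited the median fluorescence intensity of every spot and of its local background as read by Agilent's Feature Extraction software, without normalization between arrays. Each array held 43451 spots, among them 42034 probes for potato transcripts. The median spot was 3.64 to 4.45 times as bright as its background, between 77.8% and 80.7% of the probes of an array carried the software's flag for signal well above background, and 0 spots were saturated. Intensities were corrected with limma's normexp method (offset 0), quantile normalized on the log2 scale and fitted with 1 linear model of the 4 groups. A probe was called induced or repressed when its change was over 2-fold at a Benjamini-Hochberg adjusted p below 0.05 in limma's test, and each SE is the standard error of that fit. Replicate arrays of a group differed little, with an SD between 0.122 (*Stpfld252* control) and 0.156 (WT control) on the log2 scale. At most 0.246% of the expressed probes differed by over 2-fold between the 2 arrays of a group. All drought arrays lay on 1 slide and all control arrays on another, so slide and drought cannot be told apart in comparisons of drought with control. Comparisons of the lines within a treatment were made within a slide, with *Stpfld252* at array positions 1 and 2 and WT at positions 3 and 4. The array files list probes by identifier only, so gene names and MapMan categories were taken from the paper's Tables S1 to S8. These tables list probes that the authors had called on the same arrays, so counts and medians over such a list describe probes chosen on these values. Where a probe was not well above background on either array of 1 group, its change is given as a bound, with signals under the 95th percentile of the array's negative control spots raised to that percentile.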

Once again, the *Stpfld252* line was chosen because of its high levels of Fld accumulation and drought protection.

Gene expression profiles were determined using a single-channel Agilent potato microarray consisting of 42,034 probes. We did not carry out any filtering for potentially redundant probes mapping the same transcript due to the difficulties related to the highly heterozygous nature of potato genomes, their polyploidy variance, and the fact that different accessions were used for the microarray design, the reference genome sequencing and our current work. Functional annotation was based on the Mapman ontology using the GoMapman website resource [30]. More than 80% of the genes included in the microarray could be assigned to a functional category. 

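A probe was counted as leaf-expressed in a group when its normalized signal was over 10% above the 95th percentile of the 153 negative control spots on both arrays. Under control conditions, 33810 of the 42034 probes (80.4%) passed in WT and 35129 (83.6%) in *Stpfld252*, with 33425 (79.5%) passing in both. By the scanner software's own flag for signal well above background, 32479 probes (77.3%) were detected on both WT control arrays and 33231 (79.1%) on both *Stpfld252* control arrays. In at least 1 genotype and treatment, 36250 probes (86.2%) passed, and these were tested for differential expression. Among the filters tried, the one that asked for the same level on all 8 arrays moved the number most, to 32002 probes.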

The total number of leaf-expressed genes that passed the background correction and filtering processes was similar for the two genotypes under control conditions and represented about 75% of the total genes present in the microarray.

### 2.3. Chloroplast Fld Affected Gene Expression Patterns of Potato Leaves in the Absence of Stress

We first evaluated the effect of Fld on gene expression in leaves of potato plants grown under normal conditions. 

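Compared with WT leaves under control conditions, *Stpfld252* leaves had 1370 induced probes in limma's test, 243 of them by over 4-fold. Counting probes that share a contig number once, these were 1258 contigs or single sequences. Among probes well above background on all control arrays, the largest increase was at bf_mxflxxxx_0059c05.t3m.scf, described as a stomatin-like protein, with a log2 change of 6.11 (SE 0.10, adjusted p = 6.9e-08). MICRO.17862.C1, for which the paper's tables give no sequence match, changed by 5.06 (SE 0.084, adjusted p = 6.9e-08), and bf_ivrootxx_0040e05.t3m.scf, similar to an Arabidopsis protein of unknown function, by 4.98 (SE 0.11, adjusted p = 2.8e-07). Each of these changes was many times the SD between replicate arrays. The number of induced probes moved most when the scanner software's processed signal, scaled to the 75th percentile of each array, replaced normexp and quantile normalization (2454 probes), and it fell to 858 with a normexp offset of 50. With 1 array left out at a time it stayed between 1334 and 1546.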

Analysis of transcript levels in WT and *Stpfld252* leaves showed that 1097 genes were induced at least 2-fold by Fld relative to WT siblings, with 181 increasing more than 4-fold. Moreover, 578 transcripts declined to 50% or less in *Stpfld252* leaves compared to the WT, 54 of which accumulated below 25% (Figure 3, Table S1). 

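In limma's test 724 probes (665 contigs or single sequences) were repressed in *Stpfld252* under control conditions, 67 of them by over 4-fold. The strongest decreases among probes well above background on all control arrays were at 3 probes without a sequence match in the paper's tables, MICRO.17197.C1 with a log2 change of −4.32 (SE 0.071, adjusted p = 6.9e-08), MICRO.9924.C1 with −4.30 (SE 0.10, adjusted p = 3.0e-07) and MICRO.12040.C3 with −3.56 (SE 0.13, adjusted p = 1.7e-06). Among the induced and repressed probes together, 132 were not well above background on either array of 1 genotype. With a normexp offset of 50 the number of repressed probes was 450, and with 1 array left out it ranged from 697 to 826.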

Among genes induced in *Stpfld252* plants there was a remarkable over-representation of those associated to protein degradation by the proteasome (Figure 3, Table S1). 

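Table S1 places 58 probes (51 contigs or single sequences) in the MapMan category of protein degradation by the proteasome. All 58 were well above background on every array and were called induced in *Stpfld252* under control conditions, with a median log2 change of 1.54 and a range of 1.06 to 3.84. The largest changes were 3.84 (SE 0.077, adjusted p = 2.0e-07) at MICRO.1887.C2, similar to the Arabidopsis protein At1g79210, and 3.39 (SE 0.081, adjusted p = 3.4e-07) at MICRO.4637.C1, described as a proteasome delta subunit. The table holds only probes the authors had already called, and the mapping of all probes to categories was not used here, so over-representation was not tested.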

A similar induction pattern has been observed in Fld-expressing tobacco plants [31], indicating that plastid-located Fld exerts a key regulatory role in the accumulation of proteasomal components in different species, presumably through modulation of chloroplast redox chemistry.

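The complete Table S1 (1672 probes) was searched for the categories of trehalose, nitrate metabolism, amino acid degradation and metal handling, and each probe was read from the comparison of *Stpfld252* with WT under control conditions. Of 8 trehalose probes, 6 were repressed and 2 induced, with changes from −1.48 to 2.13 on the log2 scale. The largest were an increase of 2.13 (SE 0.10, adjusted p = 4.4e-06) at STMCN50TV, a putative trehalose-6-phosphate phosphatase, and a decrease of −1.48 (SE 0.12, adjusted p = 5.6e-05) at MICRO.130.C1, a glycosyl transferase of family 20. All 5 probes for nitrate and nitrite reductases were repressed (median −1.61), among them MICRO.4468.C1, a nitrite reductase, by −1.92 (SE 0.13, adjusted p = 3.0e-05) and MICRO.390.C1, a nitrate reductase, by −1.64 (SE 0.10, adjusted p = 1.9e-05). Of 17 amino acid degradation probes, 11 were repressed and 6 induced (median −1.21), and the largest changes were increases at BF_TUBSXXXX_0003E03_T3M.SCF, without a sequence match, of 2.14 and at MICRO.10004.C2, a putative methylmalonate semi-aldehyde dehydrogenase, of 1.76. Of 23 metal handling probes, 19 were repressed and 4 induced (median −1.35). MICRO.16384.C2, related to copper chaperones, was at least 7.3-fold lower in *Stpfld252* (adjusted p = 2.5e-06), where it was not well above background on either array, and bf_mxlfxxxx_0075g07.t3m.scf changed by −2.73. The medians of all 4 categories kept their sign when median scaling, cyclic loess or the processed signal replaced quantile normalization.

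**Figure D1:**
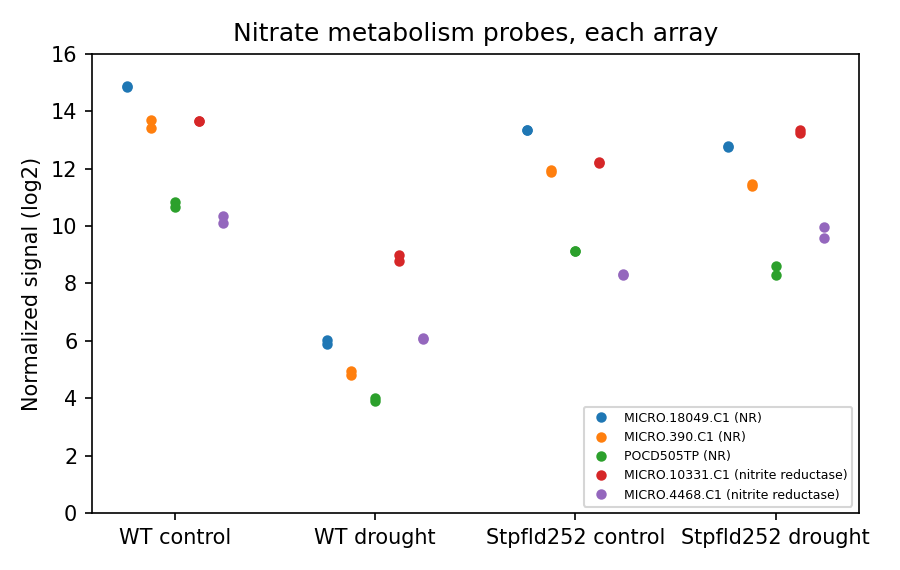
Normalized signal (log2) of the 5 nitrate metabolism probes of Table S1 on each of the 8 arrays, 1 point per array and 1 colour per probe, by genotype and treatment (NR, nitrate reductase). Each probe was lower in *Stpfld252* control than in WT control, and lowest in WT drought, where POCD505TP was not well above background on either array.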

Functional categories that displayed differential repression by Fld comprised trehalose synthesis, nitrate metabolism, amino acid degradation and genes associated to metal uptake and utilization such as Cd- and Al-induced proteins, Cu chaperones and Fe-chelate reductases. 

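Table S1 lists 28 probes in the categories of ethylene metabolism and signalling. In *Stpfld252* under control conditions 17 of them were repressed and 11 induced, with a median log2 change of −1.30 and a range of −3.37 to 3.36. The largest decrease was at MICRO.773.C2, ethylene response factor 5, with −3.37 (SE 0.078, adjusted p = 3.0e-07), and the largest increase at bf_arrayxxx_0028h04.t7m.scf, without a sequence match, with 3.36 (SE 0.11, adjusted p = 1.1e-06). A further category of the table, the AP2/EREBP transcription factors, holds 21 probes, of which 12 were repressed and 9 induced. The strongest changes there were −2.42 (SE 0.11, adjusted p = 4.0e-06) at MICRO.1158.C1, a putative AP2 domain transcription factor, and −2.16 (SE 0.11, adjusted p = 6.1e-06) at MICRO.5263.C1, a putative RAV1 protein whose call was lost with median scaling.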

Noteworthy, ethylene metabolism and signaling were consistently down-regulated in *Stpfld252* plants, including 29 genes encoding transcription factors of the apetala2/ethylene-responsive family (Figure 3, Table S1). These observations also agree with earlier reports on Fld-expressing tobacco plants [31].

### 2.4. Hydric Stress Caused Extensive Transcriptional Reprogramming in Both WT and Fld-Expressing Leaves

Distribution of differentially expressed (DE) transcripts between treatments and genotypes (Venn diagrams in Figure 4) indicates that 999 genes were induced by drought in both lines, 1530 genes only in the non-transformed plants, and 698 uniquely in *Stpfld252* leaves, in all cases with a fold-change (FC) > 2 and a false discovery rate (FDR) < 0.05 (see Materials and Methods for details). In contrast, 1505 genes were repressed by drought in both lines, 1667 only in the WT and 895 exclusively in *Stpfld252* plants. Hence, Fld mitigated changes in gene expression (induction or repression) driven by the drought treatment.

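With the same thresholds, 2972 probes were induced by drought in WT and 2033 in *Stpfld252*. Of these, 1190 were shared, 1782 were induced only in WT and 843 only in *Stpfld252*. The 1782 include 61 probes repressed in *Stpfld252*, and the 843 include 48 repressed in WT. A call in 1 line alone does not show a different response, so the difference of the responses, drought against control in *Stpfld252* minus drought against control in WT, was tested in the same model. It was past the threshold for 846 of the 1782 probes induced only in WT (47.5%) and for 334 of the 843 induced only in *Stpfld252* (39.6%). Among the 1190 shared probes, the increase was smaller in *Stpfld252* for 359 and larger for 26. Among probes well above background in both treatments, the largest increases in WT were at POADO59TV, a hypothetical protein, with a log2 change of 10.34 (SE 0.084, adjusted p = 1.4e-09), at MICRO.17343.C1, without a sequence match, with 8.50 (SE 0.091) and at MICRO.10926.C1, a branched-chain amino acid aminotransferase, with 8.18 (SE 0.11). In *Stpfld252* they were 5.63 (SE 0.086, adjusted p = 2.6e-08) at ACDA01898G02.T3m.scf, without a sequence match, 5.46 (SE 0.077) at bf_mxlfxxxx_0005g01.t3m.scf, a putative metal-binding protein, and 5.42 (SE 0.086) at MICRO.5626.C1, heat shock protein 83. The number induced in WT moved most with a normexp offset of 50, to 2089, while that in *Stpfld252* fell to 1335 with the same offset and rose to 3041 with median scaling in place of quantile normalization. Median scaling also moved the median change of all expressed probes in *Stpfld252* from 0.049 to 0.20.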

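Drought repressed 3628 probes in WT and 2814 in *Stpfld252*, 1736 of them in both lines, 1892 only in WT and 1078 only in *Stpfld252*. The difference of the responses was past the threshold for 978 of the probes repressed only in WT (51.7%) and for 540 of those repressed only in *Stpfld252* (50.1%). Among the 1736 shared probes, the decrease was smaller in *Stpfld252* for 380 and larger for 93. Among probes well above background in both treatments, the strongest decrease was at MICRO.11045.C2, described as GAST1, with a log2 change of −9.01 (SE 0.12, adjusted p = 2.0e-09) in WT and −8.16 (SE 0.12, adjusted p = 2.3e-08) in *Stpfld252*, and the difference, 0.85 (adjusted p = 0.0050), was below 2-fold. It was followed in WT by the nitrate reductase probes MICRO.18049.C1, with −8.90 (SE 0.08, adjusted p = 1.4e-09), and MICRO.390.C1, with −8.69 (SE 0.10, adjusted p = 1.6e-09), which in *Stpfld252* changed by −0.57 and −0.48. In *Stpfld252* the next strongest decreases were −8.03 (SE 0.093, adjusted p = 1.3e-08) at MICRO.5686.C1, which the analysed parts of the tables do not describe, and −7.05 (SE 0.074, adjusted p = 1.1e-08) at MICRO.6475.C2, a lipase-like protein. Of the probes called by drought, 589 in WT and 278 in *Stpfld252* were not well above background on either array of 1 treatment.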

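The difference between the drought responses of the lines was past the threshold for 4274 of the 36250 probes, with a higher value in *Stpfld252* for 2109 and a lower value for 2165. A slide effect that added equally to both lines cancels in this comparison. Of the 6600 probes called by drought in WT, 2563 (38.8%) had a response that was smaller in *Stpfld252* or reversed, 1205 of the induced and 1358 of the repressed probes. Of the 4847 probes called in *Stpfld252*, 993 (20.5%) had a response larger than in WT or opposite to it. Across all expressed probes the SD of the log2 drought change was 1.03 in WT and 0.79 in *Stpfld252*, and the principal axis of the 2 responses had a slope of 0.69, with a Pearson r of 0.69 across probes, which are not independent replicates. Among probes well above background on all 8 arrays, the most positive differences were 8.33 (SE 0.11, adjusted p = 4.3e-08) and 8.21 (SE 0.15, adjusted p = 1.8e-07) at nitrate reductase probes MICRO.18049.C1 and MICRO.390.C1, and 6.52 (SE 0.13, adjusted p = 2.4e-07) at MICRO.10963.C2, listed under cell wall. The most negative were −9.20 (SE 0.10, adjusted p = 2.1e-08) at MICRO.3150.C2, an asparagine synthetase, −6.84 (SE 0.16, adjusted p = 4.4e-07) at MICRO.10926.C1 and −6.37 (SE 0.12, adjusted p = 1.9e-07) at POADO59TV. The number past the threshold moved most with the processed signal scaled to the 75th percentile (5844) and with a normexp offset of 50 (2918), and lay between 4252 and 4898 with 1 array left out. From the larger number of transcripts changed by drought in WT than in *Stpfld252*, the paper concludes that Fld mitigated the changes in gene expression driven by drought.

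**Figure D2:**
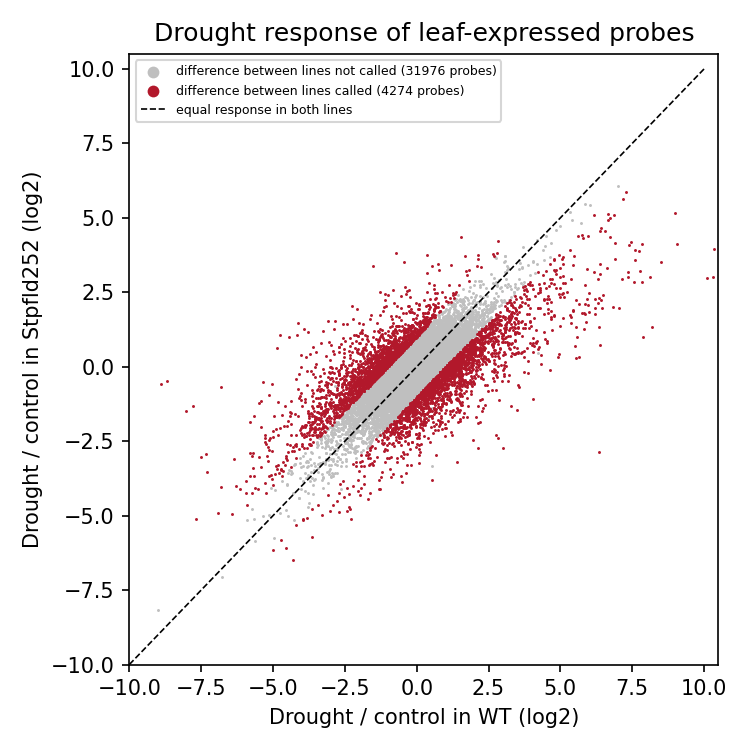
Log2 change of drought against control in *Stpfld252* (vertical axis) and in WT (horizontal axis) for each of the 36250 leaf-expressed probes, red where the difference between the lines was past the threshold (4274 probes) and grey elsewhere. Along the dashed line the response is equal, and 2563 of the probes called in WT had a response closer to 0 in *Stpfld252* or of opposite sign.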

Functional enrichment analysis identified functional categories significantly affected by water limitation in the two genotypes. 

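Categories of drought-responsive probes were read from the first 1785 of the 8217 rows of Table S2, the part analysed here, which ends within abiotic heat stress. That part lists 136 probes under abiotic stress, of which drought induced 80 and repressed 39 in WT and induced 48 and repressed 33 in *Stpfld252*. The median log2 change was 1.16 in WT and 0.39 in *Stpfld252*. MICRO.15057.C1, a small heat shock protein, increased by 6.88 (SE 0.12, adjusted p = 5.3e-09) in WT and 5.09 (SE 0.12, adjusted p = 6.3e-08) in *Stpfld252*, a difference of −1.79 (adjusted p = 1.3e-04). At MICRO.5626.C1, heat shock protein 83, the increase in WT was 6.03 (SE 0.086, adjusted p = 2.6e-09), and the difference between the lines, −0.60 (adjusted p = 0.0056), stayed under 2-fold. Over the 136 probes the difference was past the threshold upwards for 21 and downwards for 40, with a smaller response in *Stpfld252* for 49 of the probes called in WT.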

Among the categories that showed drought-dependent induction in both WT and *Stpfld252* plants, abiotic stress was over-represented. 

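Of the 249 probes that the same part of Table S2 lists under cell wall, drought repressed 163 and induced 35 in WT, and repressed 181 and induced 19 in *Stpfld252*, with median log2 changes of −1.36 and −1.48. The strongest decreases in WT were −8.02 (SE 0.092, adjusted p = 1.6e-09) at MICRO.10963.C2 and −7.78 (SE 0.078, adjusted p = 1.5e-09) at MICRO.4403.C1, a pectin methylesterase. At these probes the decrease was much smaller in *Stpfld252*, −1.50 (SE 0.092) and −1.33 (SE 0.078), and at MICRO.4403.C1 the difference between the lines was 6.45 (SE 0.11, adjusted p = 1.8e-07). Across the category the difference went both ways, upwards in *Stpfld252* at 45 probes and downwards at 76, and with median scaling, cyclic loess or the processed signal at 49 to 61 and 60 to 74. The kinase rows of the table are not analysed here.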

The opposite situation, e.g., pathways repressed by drought in the two lines, is exemplified by cell wall metabolism and kinase-dependent protein modification and signaling (Figure 4, Table S2).

Several DE genes showed differential stress responses in only one genotype. Drought-dependent inactivation of photosynthesis in WT plants (Figure 1b–d) was paralleled at the transcript level by widespread down-regulation of genes encoding photosynthetic components. 

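Table S2 lists 107 probes under the light reactions of photosynthesis and 28 under the Calvin cycle. In WT, drought repressed 86 and induced 10 of the light reaction probes (median log2 change −1.37), and repressed 26 and induced 1 of the Calvin cycle probes (median −1.49). The strongest decrease in the light reactions was at bf_mxlfxxxx_0014b07.t3m.scf, a chlorophyll a/b binding protein, with −5.79 (SE 0.13, adjusted p = 1.4e-08), followed by MICRO.16156.C1, which the table lists there with the description of an expansin, with −5.14 (SE 0.10, adjusted p = 9.7e-09). In the Calvin cycle, the ribulose bisphosphate carboxylase probes cSTB34J1TH and MICRO.4165.C11 changed by −3.59 (SE 0.14, adjusted p = 2.4e-07) and −2.87 (SE 0.07, adjusted p = 2.3e-08).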

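In *Stpfld252*, drought repressed 27 and induced 18 of these light reaction probes, with a median log2 change of −0.49, and repressed 2 and induced 1 of the Calvin cycle probes, with a median of −0.26. The test of the difference between the responses found it past the threshold upwards in *Stpfld252* for 43 and downwards for 3 of the light reaction probes, and upwards for 18 and downwards for 0 of the Calvin cycle probes. Of the probes called in WT, 42 in the light reactions and 17 in the Calvin cycle had a smaller response in *Stpfld252*. At bf_mxlfxxxx_0014b07.t3m.scf the change was −1.85 (SE 0.13, adjusted p = 9.6e-06) and its difference from WT 3.94 (SE 0.18, adjusted p = 3.7e-06). The differences were 2.33 (adjusted p = 1.7e-05) at MICRO.16156.C1, 1.73 (adjusted p = 3.4e-04) at cSTB34J1TH and 2.67 (adjusted p = 1.7e-06) at MICRO.4165.C11, where the change in *Stpfld252* was −0.20 (adjusted p = 0.037).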

Repression particularly impaired light reactions, and was largely prevented by chloroplast Fld (Figure 4, Table S2), correlating with the protection of photosynthetic activities in the transformant.

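Induced probes made up 45.0% of the drought calls in WT and 41.9% of those in *Stpfld252*. With median scaling in place of quantile normalization these shares were 49.3% and 55.2%, so the larger number of repressed than induced probes in *Stpfld252* was reversed there, and with cyclic loess they were 42.7% and 36.9%. Changes over 4-fold were more often decreases, with 860 induced and 1188 repressed probes in WT and 382 and 729 in *Stpfld252*.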

While the effect of drought on leaf gene expression was predominantly repressive, stress-dependent induction was also important in WT plants with more than 2500 genes affected. 

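The analysed part of Table S2 lists 210 probes under biotic stress and 70 under amino acid synthesis. Of the biotic stress probes, drought induced 53 and repressed 111 in WT, with a median log2 change of −1.10. The largest changes were 7.82 (SE 0.10, adjusted p = 2.0e-09) at MICRO.15700.C1, a major latex-like protein, and −5.62 (SE 0.072, adjusted p = 1.9e-09) at MICRO.5993.C1, an expressed protein of unknown function. Of the amino acid synthesis probes, 29 were induced and 25 repressed (median 0.29). Besides the aminotransferase probe MICRO.10926.C1, the largest change was 6.84 (SE 0.087, adjusted p = 1.9e-09) at MICRO.6945.C1, an unnamed tomato protein product. Rows of the table on protein metabolism are not analysed here.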

Enriched functional categories included protein metabolism with 98 DE genes (mostly ribosomal proteins), biotic stress and amino acid synthesis (Figure 4, Table S2). 

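In *Stpfld252*, drought induced 27 and repressed 107 of the biotic stress probes, and induced 17 and repressed 21 of the amino acid synthesis probes. The test of the difference found a smaller or opposite response in *Stpfld252* for 59 of the biotic stress probes called in WT and for 27 of the amino acid synthesis probes called there. MICRO.15700.C1 changed by 4.10 (SE 0.10, adjusted p = 7.4e-08) in *Stpfld252*, a difference of −3.72 (adjusted p = 1.9e-06), and MICRO.5993.C1 by −4.06 (SE 0.072), a difference of 1.56 (adjusted p = 1.9e-05). The change in *Stpfld252* was 1.35 (SE 0.11, adjusted p = 3.0e-05) at MICRO.10926.C1, where the call was lost with a normexp offset of 50, and 2.00 (SE 0.087, adjusted p = 8.9e-07) at MICRO.6945.C1, where the difference was −4.84 (adjusted p = 5.6e-07).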

The differential induction of these pathways was partially abolished by Fld expression in chloroplasts, suggesting once again that water deficit had less impact in the transgenic plants than in their WT siblings.

Finally, some functional categories were specifically over-represented in the transformant, including drought-associated up-regulation of membrane transport, sulfur assimilation and flavonoid synthesis (Figure 4, Table S2). 

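Table S2 lists 7 probes under sulfur assimilation. Drought induced 5 of them in *Stpfld252* (median log2 change 1.61), and in WT induced 2 and repressed 2 (median −0.13), with a difference past the threshold for 4, all upwards. At the adenylyl-sulfate reductase probes MICRO.4898.C1 and MICRO.14779.C1 the increases in *Stpfld252* were 1.95 (SE 0.12, adjusted p = 6.0e-06) and 1.75 (SE 0.075, adjusted p = 8.0e-07), and those in WT 1.57 (SE 0.12) and 1.54 (SE 0.075). The differences between the lines at these probes, 0.38 (adjusted p = 0.12) and 0.20 (adjusted p = 0.17), were not significant. Of 40 flavonoid probes, 19 were induced and 4 repressed in *Stpfld252* (median 0.69) and 18 and 14 in WT (median 0.23), with a difference past the threshold upwards for 11 and downwards for 5. The largest changes in *Stpfld252* were −2.46 (SE 0.085, adjusted p = 2.8e-07) at STMCQ37TV, a putative leucoanthocyanidin dioxygenase, and 2.29 (SE 0.092, adjusted p = 6.1e-07) at MICRO.6121.C1, a flavonol synthase, with WT values of −2.36 (SE 0.085) and 1.60 (SE 0.092). The membrane transport rows are not analysed here.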

Accumulation of leaf flavonoids has been correlated with enhanced tolerance to both oxidative and drought stresses in Arabidopsis [32].

### 2.5. Expression of One-Third of Drought-Responsive Genes Was Not Affected by Fld

Clustering of DE transcripts allows identification of gene groups that display similar expression patterns and presumably share common regulatory pathways. Leaf transcripts detected in our microarray were thus grouped into 47 clusters of widely different size. 

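Each of the 36250 expressed probes was grouped by its calls (induced, repressed or unaffected) in the 4 pairwise comparisons, which are drought against control in each line and *Stpfld252* against WT in each treatment. Of the 56 combinations that occurred, the largest held the 26326 probes (72.6%) called in none of the comparisons. A further 4227 probes were called in 1 comparison, so 30553 (84.3%) were called in none or 1.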

The more populated (27,622 members, ~85% of all leaf-expressed genes) included transcripts whose levels were not affected by treatment or genotype. 

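The 5697 probes called in at least 2 comparisons fell into 47 combinations. The 13 combinations that define the groups named in Tables S3 to S6 held 4505 of them. The calls place a probe by thresholds, and each member's difference of the drought responses was also tested. That difference equals the change of *Stpfld252* against WT under drought minus that in control, and calls of both place a probe. In Clusters 3 to 7 and 9 to 13 the definition thus largely sets its direction, and its counts there are not independent support.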

Of the remaining 46 clusters containing genes differentially expressed in response to water limitation and/or Fld presence (4847 genes), we focused in 13 clusters that were either highly populated or enriched in pathways and functional categories associated to stress responses, redox biochemistry and chloroplast functions, comparing *vis-à-vis* those that exhibited contrasting expression behaviors (e.g., induction vs. repression). DE transcripts contained in these clusters can be found in Tables S4–S6, while the other 33 clusters are described in Figure S3.

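Drought induced 696 probes in both lines, and repressed 1032 in both, without a call between the lines in either treatment. Together these 1728 probes were 30.3% of those called in at least 2 comparisons. The induced group had median log2 changes of 1.56 in WT and 1.44 in *Stpfld252*, and the repressed group −1.72 and −1.53. Tested directly, 62 of the induced (8.91%) and 80 of the repressed probes (7.75%) had different responses in the lines.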

Genes that display a similar drought response in the presence or absence of Fld represent 31.5% of total DE transcripts, of which 601 were induced (cluster 1) and 929 repressed (cluster 2). Cluster 1 was enriched in genes coding for components of the cytosolic branch of glycolysis, ethylene synthesis, heat stress and signal transduction associated to abscisic acid (ABA), whereas cluster 2 included genes belonging to cell wall metabolism such as cellulose synthases, cellulases and pectinesterases (Figure S4; Table S3). 

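Table S3 lists for Cluster 1 3 probes of cytosolic glycolysis, 9 of ethylene synthesis, 22 of heat stress and 7 of ABA, all of them called induced in both lines. The median log2 changes in WT and *Stpfld252* were 1.69 and 1.74 for glycolysis, 1.65 and 1.65 for ethylene synthesis, 2.22 and 1.53 for heat stress, and 2.74 and 1.46 for ABA. The difference between the lines was past the threshold for 0 of the glycolysis and ethylene probes, for 1 heat stress probe and for 5 of the 7 ABA probes, each with a smaller increase in *Stpfld252*. Among the glycolysis probes, all from 1 contig, the non-phosphorylating glyceraldehyde dehydrogenase MICRO.3219.C1 changed by 1.69 (SE 0.082, adjusted p = 7.9e-07) in WT and 1.74 (SE 0.082) in *Stpfld252*, and MICRO.3219.C2, not well above background on any control array, was at least 6.14-fold higher in WT and at least 5.06-fold higher in *Stpfld252*. The fruit-ripening E8 protein MICRO.13070.C1 changed by 2.22 (SE 0.10) and 2.75 (SE 0.10), and its homolog MICRO.7256.C2 by 2.02 (SE 0.088) and 1.65 (SE 0.088). Heat shock protein 70 probes MICRO.14654.C1 and SSBT002J04x.scf rose by 4.97 and 4.48 in WT and by 4.72 and 4.07 in *Stpfld252*. In the ABA category, the protein phosphatase 2C probe MICRO.10679.C2 rose by 3.56 in WT and 2.01 in *Stpfld252*, a difference of −1.55 (adjusted p = 7.5e-05), and MICRO.517.C1 by 2.79 and 1.60, with a difference of −1.19 (adjusted p = 6.3e-04) whose call was lost with the processed signal. For Cluster 2, the first 942 of the 1069 rows of Table S3 were analysed, with 62 cell wall probes (median −1.90 in WT and −2.03 in *Stpfld252*), of which 10 are cellulose synthases, 10 cellulases and 14 pectinesterases. The difference was past the threshold upwards for 6 and downwards for 2 of the 62, and with median scaling, cyclic loess or the processed signal for 9 to 13 and 1 to 3. The pectin methylesterases MICRO.106.C2 and STMGF63TV changed most, by −5.90 and −5.65 in WT and −5.15 and −5.13 in *Stpfld252*. The cellulose synthases MICRO.193.C1 and MICRO.15212.C1 changed by −3.55 and −1.99 in WT and −2.12 and −1.82 in *Stpfld252*, with a difference past the threshold at MICRO.193.C1, 1.43 (adjusted p = 5.1e-05). The glucan hydrolases POCBK06TP and POCBK06TV changed by −2.88 and −2.36 in WT and −2.90 and −1.53 in *Stpfld252*.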

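The analysed part of Table S3 lists 36 probes of leucine-rich repeat receptor kinases for Cluster 2. All were called repressed in both lines, with median log2 changes of −1.78 in WT and −1.58 in *Stpfld252*, and the difference between the lines was past the threshold for 1 of them, and for 2 to 3 with median scaling, cyclic loess or the processed signal. The probe called here, 52-xl_pcrli44-5.e_E01_003.scf, was at least 24.5-fold lower under drought in WT (adjusted p = 2.2e-07), where it was not well above background on either drought array, and changed by −3.63 (SE 0.19, adjusted p = 2.6e-06) in *Stpfld252*. Its difference lost the call with a normexp offset of 16 or 50 and in the deposited value table. The next strongest, MICRO.13760.C1, changed by −3.85 (SE 0.087, adjusted p = 1.6e-08) in WT and −3.73 (SE 0.087) in *Stpfld252*, where it was well above background on 1 of 2 drought arrays.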

Several receptor kinases of the leucine-rich repeat family were also repressed by drought irrespective of genotype.

### 2.6. Genes Whose Drought Response Was Ameliorated by Chloroplast Fld

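Combinations in which drought changed WT and the lines then differed under drought, with no call between them in control, held 1873 probes, 32.9% of those called in at least 2 comparisons. Among these, 607 were induced in WT only, 313 induced in both lines but to a lower level in *Stpfld252*, 624 repressed in WT only, and 329 repressed in both lines but less in *Stpfld252*. In these 4 groups, 482, 236, 496 and 231 probes were past the threshold for the difference of the responses. Each had the smaller response in *Stpfld252*, a direction that the definition of these groups sets in advance. The 1873 probes were 1335 with a normexp offset of 50 and 2573 with the processed signal.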

Transcripts that showed lower induction (Clusters 3 and 4) or repression (Clusters 5 and 6) in *Stpfld252* leaves relative to WT counterparts under water stress conditions comprise 33% of total DE genes (1611), and collectively represent the most common response to treatment and genotype (Figure 5, Table S4). 

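The 607 probes induced in WT only had median log2 drought changes of 1.66 in WT and 0.30 in *Stpfld252*, and a median of −1.43 for *Stpfld252* against WT under drought. For the 313 probes induced in both lines, the medians were 3.40 in WT, 1.68 in *Stpfld252* and −1.56 between the lines. Being uncalled in *Stpfld252* does not show that the response was absent, and the difference of the responses was past the threshold for 79.4% of the first group and 75.4% of the second. These shares are high partly by definition, since both groups require a 2-fold difference between the lines under drought.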

Cluster 3 contained 546 genes whose drought-dependent induction was completely abolished by Fld, while for 274 genes of Cluster 4 the effect of Fld was only partial.

Cluster 3 contained genes associated to sucrose metabolism and isoprenoid synthesis (Figure 5, Table S4). 

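Table S4 lists 8 sucrose probes (7 contigs or single sequences) and 6 isoprenoid probes (3 contigs) for Cluster 3. Median log2 drought changes were 3.00 in WT and 0.44 in *Stpfld252* for sucrose, with a difference past the threshold for 7 probes, and 1.41 and −0.024 for isoprenoids, with a difference for 5. MICRO.196.C5, sucrose synthase 2, changed by 3.44 (SE 0.12, adjusted p = 1.2e-07) in WT and 0.45 (SE 0.12, adjusted p = 0.012) in *Stpfld252*, and cSTE6O13TH, without a sequence match, by 3.72 (SE 0.15) and 0.51 (SE 0.15). The hydroxymethylglutaryl coenzyme A reductase probe MICRO.3134.C1 increased by 1.63 (SE 0.089, adjusted p = 1.5e-06) in WT only, with a difference of −1.66 (SE 0.13, adjusted p = 4.2e-05), and bf_mxlfxxxx_0033g05.t3m.scf by 2.28 (SE 0.13), with a difference of −1.52 (SE 0.18).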

Isoprenoids are a large and diverse group of molecules that include photosynthetic pigments (chlorophylls, carotenoids), components of different electron transport chains (plastoquinone, ubiquinone), hormones (ABA, gibberellins, cytokinins and brassinosteroids), membrane-associated phytosterols and antimicrobials (phytoalexins). 

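Table S4 lists 34 abiotic stress probes for Cluster 4, 32 of them under heat stress. Their median log2 drought change was 4.72 in WT and 2.66 in *Stpfld252*, and the difference was past the threshold for 26, each lower in *Stpfld252*. POADO59TV had a change of 3.96 (SE 0.084, adjusted p = 4.3e-08) in *Stpfld252*, and SSBT006O05x.scf, a small heat stress protein, 6.89 (SE 0.079, adjusted p = 1.6e-09) in WT and 4.17 (SE 0.079) in *Stpfld252*. Heat shock protein 70 probe MICRO.6997.C1, not well above background on any control array, was at least 176-fold higher in WT and at least 18.4-fold higher in *Stpfld252* under drought, and its difference had an adjusted p = 1.7e-05.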

Cluster 4 was enriched in pathways related to abiotic stress responses, including various heat-responsive transcription factors and heat-shock proteins (Figure 5, Table S4).

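Photosynthesis probes were counted in the complete list of Cluster 5 in Table S4 and in the first 125 of the 291 rows of Cluster 6. Cluster 5 holds 59, 39 of them of the light reactions and 18 of the Calvin cycle. Their median log2 drought change was −1.51 in WT and −0.22 in *Stpfld252*, and the difference was past the threshold for 41. The analysed part of Cluster 6 holds 10, with medians of −3.28 and −1.82 and a difference for 8. Carboxylase probe MICRO.4165.C3 changed by −2.71 (SE 0.17, adjusted p = 3.4e-06) in WT and −0.12 (SE 0.17, adjusted p = 0.55) in *Stpfld252*. MICRO.9133.C1, photosystem I psaH, changed by −2.37 (SE 0.071, adjusted p = 6.2e-08) and −0.96 (SE 0.071), the latter past the threshold with cyclic loess or without *Stpfld252* drought replicate 2, and the hypothetical protein MICRO.2391.C2, by −2.15 (SE 0.082) and −0.78 (SE 0.082). In Cluster 6, the chlorophyll a/b binding protein probe PPCCP40TH changed by −4.82 (SE 0.083, adjusted p = 5.0e-09) in WT and −2.28 (SE 0.083) in *Stpfld252*, a difference of 2.55 (adjusted p = 4.0e-06).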

Clusters 5 and 6 were enriched in genes associated to photosynthesis, including components of the light-harvesting complexes, the PETC and the Calvin-Benson cycle (Figure 5, Table S4). In addition, Cluster 5 (528 genes) includes transcripts encoding enzymes involved in glycolysis and in homoserine and γ-aminobutyrate (GABA) synthesis. 

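Table S4 lists for Cluster 5 8 glycolysis probes, 5 homoserine probes and 5 GABA probes, with median log2 drought changes in WT of −1.28, −1.40 and −1.98 and in *Stpfld252* of −0.69, 0.53 and 0.45. The difference between the lines was past the threshold for 1 glycolysis, 5 homoserine and 4 GABA probes. For glycolysis the largest decreases in WT were −1.73 (SE 0.076, adjusted p = 4.6e-07) at bf_mxflxxxx_0043g06.t3m.scf and −1.62 (SE 0.091, adjusted p = 1.9e-06) at bf_mxflxxxx_0047g06.t3m.scf, with differences below 2-fold. Probe MICRO.710.C1, an aspartokinase-homoserine dehydrogenase, had a difference of 2.62 (SE 0.14, adjusted p = 6.9e-06) and cSTB47E1TH, of the same description, 2.57 (SE 0.26, adjusted p = 1.9e-04). Glutamate decarboxylase probe MICRO.3974.C4 changed by −4.46 (SE 0.10, adjusted p = 1.4e-08) in WT and 0.99 (SE 0.10, adjusted p = 7.3e-05) in *Stpfld252*, just under 2-fold and past it with the processed signal, without *Stpfld252* control replicate 2 or without *Stpfld252* drought replicate 1, and bf_lbchxxxx_0061a05.t3m.scf by −2.08 (SE 0.091) and −0.97 (SE 0.091).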

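The analysed part of the Cluster 6 list holds 19 cell wall probes, against the 62 of Cluster 2. Their median log2 drought change was −3.44 in WT and −1.81 in *Stpfld252*, with a difference past the threshold for 14. The largest decreases were −5.14 (SE 0.087, adjusted p = 4.8e-09) in WT and −3.69 (SE 0.087) in *Stpfld252* at MICRO.13677.C1, a pectate lyase, and −4.29 (SE 0.13) and −2.69 (SE 0.13) at MICRO.2255.C1, described as LEXYL1 of tomato. Their differences between the lines were 1.45 (adjusted p = 7.4e-05), lost with a normexp offset of 50, and 1.60 (adjusted p = 3.3e-04).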

Cluster 6 (263 genes), in turn, contained transcripts related to cell wall metabolism, although most of the genes belonging to this functional category were grouped in Cluster 2.

### 2.7. Fld-Induced Genes That Were Repressed by Water Limitation

Genes grouped in Clusters 7–9 (Figure 6) were induced under control conditions in *Stpfld252* plants, accompanied by drought-related repression in the transformant (Cluster 7), or in both lines (Clusters 8 and 9). 

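By the calls, Clusters 7, 8 and 9 held 291, 136 and 107 probes. Under control conditions, the median log2 change of *Stpfld252* against WT was 1.46, 1.46 and 1.25. Median drought changes were −0.25 in WT and −1.58 in *Stpfld252* for Cluster 7, −2.49 and −2.02 for Cluster 8, and −1.64 and −2.78 for Cluster 9. For 233, 34 and 54 of the probes, the drought responses of the lines differed past the threshold. In Clusters 7 and 9 the definition sets the direction of this difference. The 534 probes of the 3 clusters were 352 with a normexp offset of 50 and 955 with the processed signal.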

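Table S5 lists for Cluster 7 12 probes of biotic stress, 8 of amino acid synthesis, 31 of protein metabolism and 5 of nucleotide metabolism. Their median log2 changes in *Stpfld252* against WT under control conditions were 1.61, 1.61, 1.50 and 1.21, and their medians under drought in *Stpfld252* −1.81, −1.58, −1.95 and −1.27. Osmotin-like probe MICRO.1588.C8 was at least 4.45-fold higher in *Stpfld252* (adjusted p = 1.5e-05) and not well above background in WT control. The dermal glycoprotein-related probe STMEH61TV was at least 4.18-fold higher (adjusted p = 6.8e-06), likewise against WT signals near background, and lost the call with a normexp offset of 50. The proteinase inhibitor I probe TBSK02677FH01.t3m.scf changed by 2.06 (SE 0.12, adjusted p = 1.4e-05). The threonine dehydratase probes MICRO.4585.C1 and MICRO.5878.C1 changed by 3.39 (SE 0.12, adjusted p = 1.6e-06) and 3.38 (SE 0.10, adjusted p = 6.7e-07), and ribonucleotide reductase probe MICRO.2303.C1 by 1.38 (SE 0.084, adjusted p = 1.6e-05). ACDA03407D11.T3m.scf, without a sequence match, changed by 1.22 (SE 0.15, adjusted p = 6.1e-04) and was not called with a normexp offset of 50.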

Cluster 7 (240 members) included genes associated to biotic stress, amino acid synthesis and protein and nucleotide metabolism (Figure 6, Table S5). 

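Table S5 lists 6 photosynthesis probes, from 2 contigs, and 8 cell wall probes for Cluster 8. The photosynthesis probes had a median log2 change of 1.45 in *Stpfld252* against WT under control conditions, and of −3.28 in WT and −1.59 in *Stpfld252* under drought. The cell wall probes had medians of 1.61, −3.48 and −3.01 in these comparisons. Chlorophyll a/b binding protein probe MICRO.331.C91 changed by 2.01 (SE 0.12, adjusted p = 1.5e-05) between the lines in control and by −3.69 (SE 0.12) and −2.07 (SE 0.12) under drought in WT and *Stpfld252*, and MICRO.331.C89 by 1.94 (SE 0.075), −4.94 (SE 0.075) and −4.14 (SE 0.075). For the cell wall, MICRO.3035.C2, a xyloglucan endoglucanase, changed by 2.44 (SE 0.11, adjusted p = 4.1e-06) in control and −4.27 (SE 0.11) and −5.16 (SE 0.11) under drought. MICRO.13148.C1, XTH9, changed by 2.30 (SE 0.13, adjusted p = 1.2e-05) in control, was at least 11.2-fold lower under drought in WT, where it was not well above background, and changed by −3.24 (SE 0.13) in *Stpfld252*.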

Cluster 8 was enriched in photosynthetic genes, particularly components of PSII and its light-harvesting antenna, and cell wall proteins. 

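The Cluster 9 list of Table S5 places 4 probes under cell wall arabinogalactan proteins, with median log2 changes of 1.81 for *Stpfld252* against WT under control conditions, −2.68 for drought in WT and −4.29 for drought in *Stpfld252*. MICRO.973.C6 changed by 2.61 (SE 0.15, adjusted p = 1.2e-05) in control and MICRO.973.C3 by 2.01 (SE 0.11, adjusted p = 1.0e-05). MICRO.290.C1, the only probe of the list described by a fasciclin domain, had 1.05 (SE 0.089, adjusted p = 8.0e-05) in control and −2.09 (SE 0.089, adjusted p = 7.9e-07) under drought in *Stpfld252*. Its control call was lost with the processed signal, without WT control replicate 1 and without *Stpfld252* control replicate 1. Over the lists of Clusters 7, 8 and 9, searched after the first count was seen, 5 probes have such a description, among them MICRO.5030.C1 in Cluster 7 with 1.59 (SE 0.074, adjusted p = 4.4e-06) in control and MICRO.951.C1 in Cluster 8 with 1.46 (SE 0.091, adjusted p = 1.8e-05).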

Finally, cluster 9 included fasciclin-like arabinogalactan proteins, which were reported to participate in fiber initiation and elongation, and to contribute to the integrity of the primary cell wall matrix [33]. DE transcripts belonging to the cell wall functional category were also shared with Clusters 2 and 6.

### 2.8. Drought-Responsive Genes Primed by Fld Expression

Clusters 10–13 included DE transcripts that responded to water limitation but were also modulated by Fld in the same direction under normal growth conditions (Figure 7, Table S6). 

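Under control conditions, the effect of Fld and the effect of drought in WT were both called for 948 probes, 595 of them (62.8%) in the same direction, with 283 induced and 312 repressed by both. Both comparisons use the WT control arrays, so a chance error there moves them together. When 1 WT control array served for the Fld effect and the other for drought, 63.2% and 59.9% of the probes over 2-fold in both went in the same direction. By direction of the Fld effect, it was 50.1% and 46.1% of the induced and 82.1% and 82.2% of the repressed probes. An error common to both WT control arrays would remain in this split.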

Cluster 10 contained 76 transcripts induced by chloroplast Fld to the levels attained in drought-stressed WT plants, while genes grouped in cluster 11 (35 members) were further up-regulated by water limitation in both WT and *Stpfld252* plants. 

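By the calls, 101 probes fell in Cluster 10 and 52 in Cluster 11. The median log2 change of *Stpfld252* against WT in control was 1.37 and 1.40. Drought changed them by a median of 1.55 and 3.28 in WT and 0.094 and 1.56 in *Stpfld252*. Under drought the lines differed by medians of −0.14 and 0.072. A smaller increase in *Stpfld252*, past the threshold for the difference, was found for 83 of the Cluster 10 and 41 of the Cluster 11 probes. Its direction follows from the definition of both clusters.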

DE genes over-represented in these clusters belonged to the ethylene signal transduction and minor carbohydrate functional categories, including a myo-inositol-1-phosphate synthase (MIPS) that catalyzes the first step of myo-inositol biosynthesis.

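Table S6 lists 4 ethylene probes for Clusters 10 and 11, with median log2 changes of 1.63 for *Stpfld252* against WT in control and 1.79 for drought in WT. They include bf_cswbxxxx_0027a10.t3m.scf, without a sequence match, with 1.70 (SE 0.10, adjusted p = 1.3e-05) in control and 1.82 (SE 0.10) for drought in WT, and the E8 protein MICRO.8954.C1 with 1.65 (SE 0.12, adjusted p = 3.5e-05) and 1.75 (SE 0.12). The 2 minor carbohydrate probes are both MIPS, in Cluster 11. Probe bf_arrayxxx_0082g09.t3m.scf changed by 1.11 (SE 0.091, adjusted p = 6.8e-05) in control, by 5.08 (SE 0.091, adjusted p = 6.0e-09) under drought in WT and by 3.44 (SE 0.091, adjusted p = 9.2e-08) under drought in *Stpfld252*. At MICRO.2503.C3 these changes were 1.29 (SE 0.084, adjusted p = 2.2e-05), 4.72 (SE 0.084, adjusted p = 6.0e-09) and 2.96 (SE 0.084, adjusted p = 1.2e-07). The smaller drought increase in *Stpfld252* was past the threshold at both MIPS probes, with differences of −1.64 (adjusted p = 4.9e-05) and −1.76 (adjusted p = 2.4e-05).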

Cluster 12 comprised 127 genes whose expression was repressed by Fld under growth chamber conditions to the levels attained by the drought treatment in the two lines (Figure 7, Table S6). 

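Cluster 12 held 152 probes by the calls. Their median log2 change was −1.29 for *Stpfld252* against WT in control, −1.57 for drought in WT and −0.25 for drought in *Stpfld252*, where none was called, and the lines differed by a median of 0.12 under drought. Of the 152, the drought response differed between the lines past the threshold for 121.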

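Table S6 lists 10 ethylene probes for Cluster 12, on 7 contigs or single sequences, with a median log2 change of −1.69 in *Stpfld252* against WT in control and −2.11 under drought in WT. Several of them share the description ethylene response factor 5. Besides the probe MICRO.773.C2, which changed by −2.71 (SE 0.078, adjusted p = 4.9e-08) under drought in WT and 0.51 (SE 0.078, adjusted p = 8.0e-04) in *Stpfld252*, these were MICRO.773.C9 with −1.74 (SE 0.069, adjusted p = 2.3e-06) in control and −2.02 (SE 0.069) under drought in WT, MICRO.773.C3 with −1.16 (SE 0.078, adjusted p = 2.5e-05) and −2.20 (SE 0.078), and bf_ivrootxx_0006e10.t3m.scf with −1.45 (SE 0.12, adjusted p = 6.4e-05), lost with a normexp offset of 50, and −1.81 (SE 0.12). MICRO.773.C4 was also lower in *Stpfld252* than in WT under drought, with −1.03 (adjusted p = 8.4e-05), which kept it out of the combination that the others share, and that call was lost in 5 of the alternatives and without either of 2 arrays. Ethylene response factor 1, bf_mxlfxxxx_0044h01.t3m.scf, changed by −2.64 (SE 0.094, adjusted p = 1.6e-06) in control and −2.42 (SE 0.094) under drought in WT.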

Most conspicuous among them was the ethylene responsive factor 5. Finally, cluster 13 included 52 transcripts that were repressed by Fld in the absence of stress, and further by drought in both lines (Figure 7, Table S6), with no specifically enriched functional category.

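Cluster 13 held 65 probes by the calls, with median log2 changes of −1.34 for *Stpfld252* against WT in control, −3.37 for drought in WT and −1.73 for drought in *Stpfld252*. Their drought responses differed between the lines past the threshold for 49. Together, Clusters 10 to 13 held 370 probes, 231 with a normexp offset of 50.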

### 2.9. Comparative Expression of Selected DE Transcripts in WT and Stpfld252 Leaves

Expression of several DE genes was evaluated by quantitative reverse-transcription (qRT)-PCR to validate the results obtained with the microarray experiments. Genes were selected on the basis of their stress responses. Out of 10 DE genes assayed, 4 showed a strict correlation between the microarray and qRT-PCR data, including the FC (Figure S5). They belonged to clusters 14 (proteasomal RPN9b) and 5 (*psaK*, starch synthase GBSSI and nitrate reductase NR3). 

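On the arrays, RPN9b (MICRO.767.C1) changed by 1.68 (SE 0.077, adjusted p = 4.2e-06) on the log2 scale in *Stpfld252* against WT under control conditions and by 1.91 (SE 0.077, adjusted p = 7.7e-07) under drought, while drought changed it by −0.15 (adjusted p = 0.12) in WT. Under drought in WT, *psaK* (MICRO.1823.C4) changed by −1.10 (SE 0.16, adjusted p = 4.8e-04), a call lost with median scaling or without WT control replicate 2, GBSSI (MICRO.920.C2) by −1.97 (SE 0.11, adjusted p = 1.5e-06) and NR3 (MICRO.8565.C1, which the tables describe as a nitrite reductase) by −1.86 (SE 0.083, adjusted p = 5.0e-07). In *Stpfld252* these drought changes were −0.49 (SE 0.16), 0.41 (SE 0.11) and −0.62 (SE 0.083). The difference of the responses was past the threshold for GBSSI, 2.39 (adjusted p = 1.7e-05), and NR3, 1.24 (adjusted p = 1.3e-04), and not for *psaK*, 0.61 (adjusted p = 0.066). The qRT-PCR values are not analysed here.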

Other 5 genes displayed quantitative differences in FC between the two procedures that did not modify cluster assignment (Figure S5). Clusters 2 (GAST), 5 (*psbY*, Fd1), 11 (transcription factor ATHB7) and 14 (aminocyclopropane-1-carboxylate oxidase ACO1) were represented in this group. 

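The GAST1 probe MICRO.11045.C2 differed between the lines by −0.51 (SE 0.12) on the log2 scale in control and 0.34 (SE 0.12) under drought. Drought changed *psbY* (MICRO.5278.C1) by −1.52 (SE 0.08, adjusted p = 1.3e-06) in WT and −0.51 (SE 0.08) in *Stpfld252*, and Fd1 (MICRO.11295.C1) by −1.10 (SE 0.09, adjusted p = 1.7e-05) and 0.075 (SE 0.09). The Fd1 call in WT was lost with the processed signal and with median scaling. ATHB7 (bf_ivrootxx_0045h05.t3m.scf) changed by 7.39 (SE 0.082, adjusted p = 1.6e-09) in WT and 4.08 (SE 0.082, adjusted p = 3.9e-08) in *Stpfld252*, with 1.52 (SE 0.082, adjusted p = 8.9e-06) for *Stpfld252* against WT in control and −1.79 (SE 0.082, adjusted p = 1.4e-06) under drought. ACO1 (MICRO.2939.C2) changed by −2.22 (SE 0.069, adjusted p = 7.4e-08) in WT and −1.18 (SE 0.069, adjusted p = 4.0e-06) in *Stpfld252*, the latter not past the threshold with the processed signal, and between the lines by −0.52 (SE 0.069) in control and 0.52 (SE 0.069) under drought.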

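The array probe for a further proteasomal protein, PSα2β (MICRO.1887.C4), changed by 1.17 (SE 0.074, adjusted p = 1.9e-05) on the log2 scale in *Stpfld252* against WT in control and by 1.24 (SE 0.074, adjusted p = 6.0e-06) under drought. Drought changed it by 0.085 (adjusted p = 0.35) in WT and 0.15 (adjusted p = 0.11) in *Stpfld252*, neither past the threshold, and the difference of these responses was 0.067 (adjusted p = 0.65).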

Finally, another component of the proteasomal system, PSα2β, would be allocated to cluster 34 on the basis of qRT-PCR (Figure S5), and to cluster 14 by the microarray analysis (Figure S3). Noteworthy, the change in cluster assignment was caused by a single significant difference in the FC obtained for stressed WT plants (Figure S5).

### 2.10. Fld Presence Prevented the Increase in Amino Acid Levels in Leaves of Drought-Exposed Plants

When plants were grown in the absence of stress, contents of starch and the soluble carbohydrates glucose, fructose and sucrose were higher in *Stpfld252* leaves compared to WT siblings (Figure 8a). Water limitation, in turn, led to a major decline in starch in both WT and *Stpfld252* leaves, with concomitant increases in soluble sugars (Figure 8a).

Unlike carbohydrates, most amino acids accumulated to similar levels in leaves from the two genotypes grown under normal conditions, with the conspicuous exception of Pro and its related metabolite pyrroline-5-carboxylate (P5C), whose levels were significantly higher in the transformant (Figure S6). Ala also showed moderately increased contents in *Stpfld252* leaves (Figure S6).

With few exceptions (Met, Ala, Glu, GABA and aminocyclopropane-1-carboxylate), amino acid contents were up-regulated by water deprivation in WT leaves. These drought-dependent increases were completely prevented by chloroplast Fld for 11 proteinogenic amino acids and ameliorated in three more (Pro, P5C and Thr), whereas Ser and Gly build-up was not affected (Figure 8b, Figure S6). As expected, drought caused a major increase in the stress marker proline and its precursor P5C, which can act as compatible osmolytes and antioxidants [34]. The lower levels observed in *Stpfld252* leaves (Figure 8b, Figure S6) correlated with their increased stress tolerance.

### 2.11. Fld Improved Growth and Tuber Yield under Chronic Water Restriction

Impact of drought on tuberization depends not only on the stress intensity but also upon timing, with the most damaging effects on yield occurring when the stress condition was applied at the stolon and tuber initiation stages [35]. Tuber yield was thus determined to evaluate possible Fld effects during a long-term water restriction regime with episodic rehydration. WT and *Stpfld252* plants were grown in soil at 100% field capacity (FiC) for 30 days, at the time when stolons were set. Water irrigation was interrupted until soil reached 40% FiC, rehydrated to 70% FiC and this protocol repeated for a total treatment of 90 days (Figure S7), when tuberization was extensive in both WT and *Stpfld252* lines. The protocol applied was similar to those employed to compare potato genotypes with different drought susceptibilities [36].

Water restriction affected aerial growth in both lines, but significantly less in the transformant. Compared to control watered conditions, stressed WT plants accumulated only 10% aerial fresh weight (FW) at the end of the 90-days treatment, whereas *Stpfld252* siblings reached ~25% (Figure 9a,b). Differential stress protection by Fld was also reflected at the level of tuber production. Water limitation reduced tuber yield by more than 80% in WT plants, but less than 70% in their *Stpfld252* counterparts (Figure 9c,d), resulting in absolute yields of 65 ± 6 vs. 48 ± 2 g per plant for *Stpfld252* and WT lines, respectively (Figure 9d).

## 3. Discussion

Drought is one of the major abiotic stresses affecting agronomic productivity worldwide. Water restriction exerts its negative effect at various levels, and the plant protective responses exhibit a comparable complexity. Stomatal closure is among the earliest, aimed at preventing water loss through transpiration [37]. An unwanted consequence of this defensive mechanism is the inhibition of gas exchange and CO_2_ assimilation, which in turn leads to NADPH build-up and down-regulation of photosynthetic electron transport due to limitation of electron acceptors (oxidized Fd and NADP^+^). The excess of reducing equivalents accumulated in the PETC might increase adventitious O_2_ reduction and ROS propagation, triggering redox-based signaling pathways and eventually oxidative damage [11]. Plant responses to this particular aspect of the drought syndrome include a suite of alternative electron transport pathways that dissipate the surplus of excitation energy from the PETC and/or export reducing equivalents to other cellular compartments. They comprise cyclic electron transport, photorespiration, chlororespiration, flavin-diiron proteins, the malate valve and the Mehler-Asada cycle [11]. However, drought also causes down-regulation of many photosynthetic components including Fd [27,28,38]. While this response alleviates the hazardous combination of light absorption and highly reduced redox intermediates in a context of elevated oxygen levels, the final outcome is further inactivation of photosynthesis.

As indicated, Fld redox properties largely match those of Fd, and the functional substitution of Fd by Fld allows algae and cyanobacteria to survive and reproduce in hostile environments [17]. Indeed, the flavoprotein is typically induced as an adaptive resource under environmental hardships that compromise Fd expression and activity, including osmotic stress, high light, heat, oxidants and especially, iron starvation (reviewed in [17,39]). Moreover, the introduction of Fld in plants via genetic engineering increased tolerance to multiple stresses [15,22,40] and complemented Fd-deficient plants [41]. While this protective effect is clearly associated to Fd substitution, Fld affects plant development [22,42], and transcriptional profiles (Figure 3, [31]) in the absence of stress, when Fd levels are not down-regulated. The functional basis for these effects remain yet to be elucidated, but they depend on the relative proportions of the two electron carriers [40], suggesting that they interact with common partners in the redox network of the chloroplast, and that the magnitude of the Fld impact might vary between species accumulating different Fd amounts. Analysis of plastoquinone (PQ) redox status revealed that Fld prevented over-reduction of the PETC [40], indicating that the flavoprotein was able to function as electron sink in chloroplasts despite eons of evolutionary divergence between cyanobacteria and terrestrial plants [18]. These promising results encouraged application of the Fld approach to crops and to the most agronomically relevant stress, drought.

We showed herein that early drought effects on photosynthetic activity and ROS build-up were protected by chloroplast Fld (Figure 1 and Figure 2). In spite of this protection, and of previous reports showing induction of various antioxidants under adverse environmental conditions [12,43,44], antioxidant metabolism was not over-represented as a functional category in any cluster. While ROS levels were already increased in WT leaves by the time of RNA collection, the antioxidant defense systems were not significantly induced at this early stage of the drought treatment (Table S7). Moreover, several ROS scavenging enzymes and proteins were actually down-regulated, and the protection afforded by Fld against this repression (Table S7) might critically contribute to the drought tolerance and lower ROS build-up displayed by the transformants.

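Table S7 lists 52 redox probes, of which 24 are catalase, superoxide dismutase, ascorbate or peroxiredoxin probes. Over all 52, drought in WT induced 18 and repressed 26, with a median log2 change of −0.92. Of the 24, it induced 11 and repressed 9, with a median log2 change of −0.070 and a range of −3.39 to 4.78. By class, 9 of 16 ascorbate probes were induced and 4 repressed, 2 of 4 superoxide dismutase probes were induced and 1 repressed, and all 3 catalase probes and the 1 peroxiredoxin probe were repressed. The largest changes were 4.78 (SE 0.10, adjusted p = 1.3e-08) at MICRO.7305.C1, a cytosolic ascorbate peroxidase, and 3.96 (SE 0.17, adjusted p = 4.3e-07) at MICRO.7174.C1, a putative cytochrome b-561.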

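In *Stpfld252*, drought repressed 2 and induced 9 of the 24 scavenging probes. The decrease was smaller in *Stpfld252* for 8 of the 9 probes repressed in WT, and the increase was smaller for 7 of the 11 induced there. The 3 catalase probes had a median log2 change of −1.96 in WT and −0.39 in *Stpfld252*, with a difference past the threshold for all 3, and the peroxiredoxin probe changed by −1.43 and −0.29. MICRO.7305.C1 and MICRO.7174.C1 increased less in *Stpfld252*, by 3.60 (SE 0.10) and 1.97 (SE 0.17), with differences of −1.18 (adjusted p = 5.1e-04), lost with the processed signal, and −1.99 (adjusted p = 4.7e-04).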

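The 6600 probes called by drought in WT and 4847 in *Stpfld252* stood in a ratio of 1.36. Counted by contigs or single sequences they were 5913 and 4411, a ratio of 1.34. Among the called probes the median absolute log2 change was 1.55 in WT and 1.43 in *Stpfld252*. The ratio ranged from 1.23 with the processed signal to 1.46 with cyclic loess, and from 1.26, without *Stpfld252* drought replicate 2, to 1.39 with 1 array left out.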

After 3 days of water deprivation, 5701 transcripts were differentially expressed in WT plants, but only 4097 in Fld-expressing siblings (Figure 4). Then, the main effect of Fld presence in quantitative terms was to mitigate the changes in gene expression driven by the drought treatment, displaying an attenuated response that affected many functional categories (Figure S8).

The down-regulation of genes encoding photosynthetic components is an universal feature of water limitation [27,28,29,38], which aggravates the direct inhibition of photosynthesis through stomatal closure and acceptor side limitation. Under our conditions, 3 days of treatment were sufficient to cause significant repression of transcripts coding for members of the light-harvesting complexes, the PETC and the Calvin-Benson cycle (Figure 4, Figure 5 and Figure 6), even though the decrease in photosynthetic activity was only moderate at this stage (Figure 1b), presumably reflecting slow turnover of the corresponding proteins.

Fld expression provided partial or complete protection against this repression. It is worth noting that photosynthesis was over-represented as a functional category in Clusters 5, 6 and 8 (Figure 5 and Figure 6), but not in cluster 2, which harbored those genes whose drought-dependent repression was not affected by Fld presence (Figure S4), underscoring the relevance of the flavoprotein for the preservation of photosynthetic activity in the stressed plants.

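The analysed part of the Cluster 2 list holds 9 photosynthesis probes, with median log2 drought changes of −1.87 in WT and −1.38 in *Stpfld252* and a difference past the threshold for 1. MICRO.6185.C1, a predicted gene product, changed by −3.01 (SE 0.12, adjusted p = 2.6e-07) in WT and −2.77 (SE 0.12) in *Stpfld252*. MICRO.331.C9, a chlorophyll a/b binding protein well above background on 1 of 2 WT drought arrays, changed by −2.96 (SE 0.24, adjusted p = 1.5e-05) and −1.95 (SE 0.24), and its difference, 1.01 (adjusted p = 0.045), lost the call in 6 of the alternatives and without any 1 of 6 arrays. Clusters 5, 6 and 8 hold 59, 10 and 6 such probes, with a difference past the threshold for 41, 8 and 3.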

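In the lists of Tables S3 to S5, stress probes were counted under the categories of abiotic and biotic stress. Cluster 1 holds 24 and 11 of them, Cluster 3 holds 23 and 18, Cluster 4 holds 34 and 3, and Cluster 7 holds 1 and 12. The difference of the drought responses was past the threshold for 2 of the 35 probes of Cluster 1, 35 of the 41 of Cluster 3, 29 of the 37 of Cluster 4 and 11 of the 13 of Cluster 7. In Clusters 1, 3 and 4 each of these was a smaller or opposite response in *Stpfld252*, whereas in Cluster 7, where drought repressed all 13 in *Stpfld252* and called 0 in WT, each was a stronger decrease in *Stpfld252*. For Clusters 3, 4 and 7 the definition of the cluster sets this direction.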

A most conspicuous functional category among induced genes was stress, enriched in Clusters 1, 3, 4 and 7 (Figure 5 and Figure 6 and Figure S4), indicating that Fld mitigated the plant stress response in most cases. 

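The abiotic stress probes had median log2 drought changes in WT of 2.03 in Cluster 1 and 1.90 in Cluster 3. In *Stpfld252* these were 1.48 and 0.41. POADO59TP in Cluster 3, a hypothetical protein, was at least 28.5-fold higher under drought in WT (adjusted p = 9.7e-08), against control signals not well above background, and low molecular weight heat shock protein MICRO.16372.C1 at least 45.3-fold higher (adjusted p = 9.4e-08). The biotic stress probes had medians in WT of 2.03 in Cluster 3 and 1.93 in Cluster 1, and in *Stpfld252* of 0.35 and 1.53. In Cluster 3 the probes bf_arrayxxx_0105a09.t7m.scf and STMGW86TV, hypothetical proteins, changed by 4.06 (SE 0.079, adjusted p = 8.4e-09) and 4.04 (SE 0.091, adjusted p = 1.5e-08) in WT, with differences from *Stpfld252* of −3.11 (SE 0.11) and −3.25 (SE 0.13). The osmotin-like probes bf_mxlfxxxx_0056b11.t3m.scf of Cluster 1 and MICRO.1588.C7 of Cluster 4 changed by 3.11 (SE 0.073) and 3.49 (SE 0.11) in WT.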

While abiotic stress concentrated specifically in clusters 1 and 4, biotic stress was over-represented in clusters 3 and 7, including transcripts encoding pathogenesis-related (PR) proteins. 

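Among pathogenesis-related proteins, Table S5 lists for Cluster 7 8 proteinase inhibitor (PR-6) probes, with a median log2 change of 1.57 in *Stpfld252* against WT in control and −1.77 under drought in *Stpfld252*, and 1 PR-2 probe, MICRO.16823.C1, with 1.98 (SE 0.086, adjusted p = 3.4e-06) and −2.12 (SE 0.086, adjusted p = 6.2e-07). SSBT005M24x.scf of PR-6 changed by 1.81 (SE 0.11, adjusted p = 1.5e-05) in control. No probe of the list stands in a PR-12 category, and 1 is described as a defensin or thionin, the pseudothionin TBSK04012FG04.t3m.scf, which changed by 1.46 (SE 0.11, adjusted p = 5.0e-05), a call lost with a normexp offset of 50. In Table S4, 2 probes of Cluster 3 are described as chitinases. MICRO.556.C3 changed by 3.43 (SE 0.089, adjusted p = 3.2e-08) under drought in WT and 0.87 (SE 0.089) in *Stpfld252*, and POCAZ84TP was at least 2.51-fold higher in WT (adjusted p = 2.3e-04), against control signals near background, with the call lost at a normexp offset of 50. A search made after these values were seen found 4 chitinase probes in Cluster 1, among them MICRO.7973.C2 with 2.03 (SE 0.14) in WT and MICRO.11279.C2 with 1.70 (SE 0.12), the latter not called with a normexp offset of 50.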

Members of the PR-6, PR-2 (endo-β-1,3-glucanases) and PR-12 (defensins) families were present in Cluster 7, and chitinases in cluster 3.

Genes found in clusters 10–13 responded to Fld presence under control conditions in the same direction as they did in the WT under drought (Figure 7). 

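Across the expressed probes, the effect of Fld in control and the effect of drought in WT had a Pearson r of 0.096 across probes, which are not independent replicates. Besides the 595 probes called in the same direction by both, 353 were called in opposite directions, 289 of them induced by Fld and repressed by drought and 64 the reverse.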

We coined the term priming to describe genetic traits displaying this behavior [31]. Priming might help the plant to better cope with the environmental challenge, thus representing a cause of the increased drought tolerance. Indeed, priming has been reported to substantially contribute to the phenotypes of drought-tolerant barley varieties, which exhibited stressed-like expression patterns in the absence of stress [45]. Analogous to our observations, drought caused stronger transcriptional changes in sensitive barley genotypes compared to tolerant varieties [45,46,47]. Enriched functional categories among primed potato genes included induction of myo-inositol synthesis (Figure 7). Overexpression of a MIPS-encoding gene enhanced inositol levels and salt stress tolerance in Arabidopsis, tobacco and rice [48,49,50].

The effects of drought on cell wall metabolism and architecture are complex and depend on the plant species, genotype and age [51]. Under the conditions employed here, the overall effect of water limitation was repressive, with only marginal protection by Fld (Figure 4). Cluster analysis, in turn, confirmed that most functional categories related to cell wall metabolism grouped in Cluster 2 (Figure S4), although they were also found in Clusters 6, 8 and 9 (Figure 5 and Figure 6). Inclusion in these clusters implied that the relevant genes were down-regulated by drought in the WT, the transformant or both. Genes encoding xyloglucan endotransglucosylases/hydrolases, pectin methylesterases and expansins were extensively represented in these clusters (Tables S4–S6), indicating that both matrix properties and hemicellulose deposition were compromised by the drought treatment [51,52]. 

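In the lists of Clusters 2, 6, 8 and 9, of which the parts analysed here end early for Clusters 2 and 6, 13 probes are described as xyloglucan endotransglucosylases, 17 as pectin methylesterases and 2 as expansins. All were repressed by drought in both lines. The median log2 changes in WT and *Stpfld252* were −2.34 and −4.00 for the xyloglucan endotransglucosylases, −3.73 and −3.08 for the pectin methylesterases and −2.84 and −2.87 for the expansins. The difference between the lines was past the threshold for 6, 4 and 0 of them, with 5 of the xyloglucan endotransglucosylases repressed more in *Stpfld252* and 1 less. Compared with WT, 8 of these 13 probes were already higher in *Stpfld252* in control (median 1.57). Under drought 6 were higher and 0 lower (median 0.51). With median scaling, cyclic loess or the processed signal, 3 to 5 of the xyloglucan endotransglucosylases were repressed more in *Stpfld252* and 3 to 4 less, and 5 to 8 of the pectin methylesterases less. MICRO.14995.C1, a putative xyloglucan endotransglycosylase, changed by −5.61 (SE 0.11, adjusted p = 8.4e-09) in WT and −5.84 (SE 0.11) in *Stpfld252*. The expansins MICRO.13185.C1 and MICRO.10942.C1 changed by −2.86 (SE 0.10, adjusted p = 1.2e-07) and −2.81 (SE 0.088, adjusted p = 7.6e-08) in WT. A search made afterwards in the lists of Clusters 3, 4, 12 and 13 found 6 further expansin probes, 4 induced and 2 repressed by drought in WT, among them bf_mxflxxxx_0026g01.t3m.scf and bf_ivrootxx_0058d01.t3m.scf, which were at least 81.9-fold and at least 72.2-fold higher, against control signals near background.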

The results also suggest that the stress tolerance conferred by Fld expression was not related to the protection of cell wall metabolism.

In previous transcriptomic studies on potato and other crops, RNA was usually collected at stages of the treatments in which plants already exhibited stress symptoms [27,28,29]. Comparison of the functional categories over-represented among DE genes in those and our studies revealed many similarities such as repression of photosynthetic genes [27,28]. In addition, stress-repressed genes involved in cell wall metabolism in our transcriptional profiling were the same as those reported by Evers et al. [27], and some genes involved in abiotic stress such as heat-shock proteins were also shared in several studies [27,29]. The results suggest that modulation of these stress-responsive genes was initiated early and maintained as the adverse condition proceeds. Direct comparison of early vs. late drought responses in Arabidopsis further supports this contention [53].

Phenotypic effects exerted by chloroplast-located Fld were also evident in the levels of leaf carbohydrates and amino acids. Increased accumulation of transient starch in the absence of stress might result from the higher photosynthetic activity displayed by Fld-expressing leaves [15,26,54]; its preservation under drought from a lower repression of photosynthetic genes (Figure 5 and Figure 6), including starch synthase (Figure S5, Table S4). Water limitation led to a strong increase in amino acid levels, most conspicuously Pro, in WT leaves, an effect that was significantly attenuated by Fld presence (Figure 8b, Figure S6). A good correlation was found between induced amino acid levels and some genes responsible for their synthesis, such as those associated to Pro, Asp, Thr, Tyr and branched chain amino acids metabolism (Table S1, Figure 8b). 

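Probes for amino acid synthesis were taken from the analysed part of Table S2 and from Table S1. Under drought in WT, both proline synthesis probes were induced, ACDA02183F11.T3m.scf by 3.28 (SE 0.17, adjusted p = 1.2e-06) and bf_cswbxxxx_0051g07.t3m.scf by 1.24 (SE 0.10, adjusted p = 1.2e-05) on the log2 scale, the latter not with a normexp offset of 50. In *Stpfld252* they changed by 2.08 (SE 0.17) and 0.65 (SE 0.10), with differences of −1.19 (adjusted p = 0.0056), lost in 3 of the alternatives and without WT drought replicate 1, and −0.59 (adjusted p = 0.010). Of 18 aspartate family probes, 5 were induced and 7 repressed in WT, with the largest change at the asparagine synthetase MICRO.3150.C2, 6.34 (SE 0.074, adjusted p = 1.6e-09) in WT and −2.86 (SE 0.074, adjusted p = 8.5e-08) in *Stpfld252*. Of 9 branched chain probes, 5 were induced and 0 repressed in WT and 1 and 4 in *Stpfld252* (medians 1.08 and −0.29), and MICRO.10925.C1, an aminotransferase, changed by 6.38 (SE 0.15, adjusted p = 1.7e-08) and 0.74 (SE 0.15). Of 21 aromatic amino acid probes, 7 were induced and 10 repressed in WT. The tyrosine synthesis probes among them, SDBN002A15u.scf and MICRO.7177.C3, changed by 3.00 (SE 0.12, adjusted p = 2.8e-07) and 1.36 (SE 0.15, adjusted p = 9.0e-05) in WT and 1.11 (SE 0.12) and 0.14 (SE 0.15) in *Stpfld252*, with differences of −1.89 (adjusted p = 9.9e-05) and −1.23 (adjusted p = 0.0026), and both calls at MICRO.7177.C3 were lost with a normexp offset of 50, that on the difference with median scaling as well. Under control conditions, 13 of the 15 amino acid synthesis probes of Table S1 were induced in *Stpfld252* and 2 repressed, with a median of 1.44. Amino acid levels are not analysed here.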

Up-regulation of nitrogen mobilization has been associated with drought and other abiotic stresses [55], and the Gln/Glu and Asn/Asp ratios customarily used as markers of nitrogen cycling [56]. These ratios increased significantly in WT potato leaves under drought (4.3- and 1.9-fold, respectively), but not in *Stpfld252* plants (Figure S9). The results suggest that nitrogen mobilization was involved in this short-term water deficit condition, in agreement with the induction of genes involved in nitrogen uptake and assimilation observed in similar drought assays [27,56].

Finally, improvement of physiological and molecular stress responses by chloroplast Fld presence resulted in increased tuber yield under long-term non-lethal water restriction (Figure 9). While most drought- and Fld-dependent effects occurred and were monitored in leaves, it is likely that preservation of photosynthesis and other central metabolic pathways (e.g., glycolysis and starch synthesis) under water limitation favored production and transport of photosynthates from source to sink tissues. Further research will be necessary to identify the mechanisms by which the better biochemical performance of *Stpfld* leaves translated into improved tuber yield, and to evaluate the quality of the resulting tubers in terms of nutritional value and organoleptic properties.

Taken together, our results indicate that the Fld technology constitutes a remarkable tool to improve potato production under less-than-optimal conditions. Field trials are required to properly evaluate this possibility and its agronomic relevance.

## 4. Materials and Methods

### 4.1. Preparation and Growth of Potato Plants Expressing Cyanobacterial Fld

Construction of the pCAMBIA2200 vector encoding plastid-targeted Fld from *Anabaena* PCC7119 has been described elsewhere [15]. Briefly, a DNA sequence encoding the chloroplast transit peptide of pea ferredoxin-NADP^+^ reductase was fused in-frame to the 5′-end of the *fld* gene and placed under control of the cauliflower mosaic virus (CaMV) 35S promoter to allow for constitutive expression and plastid targeting in transformed plants (Figure S1a). Potato plants (*S. tuberosum* cv Solara) were transformed by agroinfiltration [23] to generate *Stpfld* lines. The presence of Fld in cleared leaf extracts was evaluated by SDS-PAGE and immunoblot detection with specific antisera [42]. Plants were propagated in vitro [23], transferred to soil, and grown at 400 μmol photons m^−2^ s^−1^, 16-h photoperiod, 25/22 °C and 80% relative humidity (growth chamber conditions).

For short-term drought assays, tuber slices of similar sizes from the various lines were planted in 3-L soil pots. Plants were watered to 100% FiC for 30 days and then subjected to drought by water withdrawal under growth chamber conditions.

For long-term drought treatments, tuber slices were planted in 15-L soil pots, and watered to 100% FiC for the first 30 days. By that time, plants were beginning to set tubers. Watering was interrupted until the soil reached 40% FiC and watered again to 70% FiC. This procedure was repeated until plants were harvested, 120 days post germination (Figure S7). RWC were determined in young fully expanded leaves from the fifth node according to Boguszewska et al. [57].

### 4.2. Photosynthetic Measurements

Chlorophyll a fluorescence determinations were performed using a MultispeQ-Beta device controlled by the PhotosynQ platform software [58]. Measurements were carried out at midday on leaves from the fifth node of 5 independent plants per line, and photosynthetic parameters were calculated according to Baker [24].

### 4.3. In Situ Detection of Reactive Oxygen Species

ROS cellular localization was determined by CLSM in an Eclipse TE–2000–E2 microscope (Nikon). Discs (110 mm^2^ in diameter) were collected from leaves belonging to the fifth node of 5 different plants per line and infiltrated with the ROS-sensitive fluorescent probe DCFDA as described by Mayta et al. [59]. Imaging was performed by scanning 5 optical slices (∼1 µm) of the palisade parenchyma immediately below the epidermis. Fluorescence intensities were estimated with the Fiji software [60], using z-projections of the different stacks.

### 4.4. RNA Isolation, cDNA Synthesis and Microarray Hybridization

For microarray analysis, 30-days old WT and *Stpfld252* plants were subjected to short-term drought treatment as described above. Young fully expanded leaves belonging to the fifth node were collected after three days of water withdrawal in the treated group. Leaf material from 10 different plants of each genotype and treatment were frozen in liquid nitrogen and ground with Mixer Mill MM400 (Retsch). Two pools of biological samples, each from two independent experiments per genotype and condition were used for the microarray analysis, resulting in two microarray experiments per genotype and condition. Leaf RNA was extracted according to Logemann et al. [61]. One microgram of RNA from each sample was treated with RQ1 DNase (Promega, Madison, WI, USA) according to the manufacturer’s instructions, and used as template to generate cDNA with M-MLV Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA) and oligo (dT)12−18.

Gene expression profiles were assessed with the Potato Oligo Chip Initiative (POCI) microarray, a 60-mer oligo-based 4 × 44k Agilent microarray (AMADID: 015425), consisting of 42,034 60-mer probes [62]. Sample labeling and hybridization were performed as described in the one-color microarray-based gene expression analysis protocol including the one-color RNA spike-in Kit (v5.0.1, Agilent Technologies, Santa Clara, USA). Slides were scanned with an Agilent microarray scanner (G2505B) at high resolution. Data were extracted using feature extraction software (v9.5.3, Agilent, Santa Clara, CA, USA) by a standard protocol.

### 4.5. Microarray Data Analysis

Data processing and statistical analysis were carried out with the Bioconductor library limma [63]. Background correction and normalization were performed using the “normexp” and quantile methods, respectively. We only considered probes whose intensity was more than 10% above background on at least one genotype/treatment combination. An empirical Bayes method with moderated *t*-statistic was employed for determination of the genes with statistically significant changes, whereas Benjamini and Hochberg’s method was used to control FDR. DE genes were identified from pairwise comparisons when FDR < 0.05 and FC was >2 or <0.5. Pathway over-representation analyses between lines or treatment comparisons were performed with PageMan [64] using Fisher’s exact test with Bonferroni correction (FDR < 0.05). Mapman ontology was used for functional annotation [65] employing a mapping file updated in May 2018 (stu_Agilent_4 × 44k_2018-05-25_mapping.txt) from the GoMapMan website resource (www.gomapman.org, National Institute of Biology and Jožef Stefan Institute, Slovenia, [30]).

Based on the results of the multiple comparison test described above, genes were defined as induced (FC > 2 and FDR < 0.05), repressed (FC < 0.5 and FDR < 0.05) or unaffected in each of the four pairwise comparison combinations (*Stpfld252* vs. WT under control conditions, *Stpfld252* vs. WT under drought, drought vs. control in *Stpfld252*, drought vs. control in WT). Genes sharing the same results in the four pairwise comparisons were grouped into the same cluster and the corresponding graphs were plotted with the R library ggplot2 [66]. Pathway over-representation in each cluster was determined as described above.

### 4.6. Validation of DE Genes by qRT-PCR

Leaf samples for qRT-PCR analysis were obtained from independent experiments using the same drought treatment and plant ages as in the microarray assays. Total RNA was extracted from leaf tissue using TriPure (Sigma-Aldrich, St. Louis, USA) according to the manufacturer’s instructions, and reverse-transcribed with M-MLV (Invitrogen, Carlsbad, USA) as indicated before. The qRT-PCR reactions were carried out in a Master cycler Rep realplex4 thermocycler (Eppendorf) using Platinum Taq DNA polymerase (Invitrogen, Carlsbad, USA) and SYBR Green I (Roche) under the following conditions: 95 °C for 2 min and then 40 cycles of 95 °C for 15 s, 55 °C for 30 s, and 72 °C for 40 s. The relative abundance of transcripts was estimated with the ΔΔCt method [67], and normalized to the gene encoding elongation factor-1α (Genbank accession AB061263.1). Primers are listed in Table S8. Each qRT-PCR reaction set included 5–6 biological and 2 technical replicates, and water used as a negative no-template control instead of cDNA.

### 4.7. Metabolic Profiling

Sugars and amino acids were determined essentially as described by Ghaffari et al. [68]. Numerical analysis and quantification of individual compounds were carried out using the Empower Pro software (Waters, Milford, MA, USA) and authentic standards, respectively.

### 4.8. Availability of Supporting Data

Data reported in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE149503 [69] (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149503).

### 4.9. Statistical Analyses

Determinations of photosynthetic activity, RWC, fluorescence intensity, qRT-PCR and metabolite levels were analyzed using one-way ANOVA and Tukey’s Multiple Comparison Test, whereas measurements of FW, water potential and tuber yield were analyzed with the non-parametric Mann–Whitney test. Statistical significance was specified in each experiment.

## Figures and Tables

**Figure 1:**
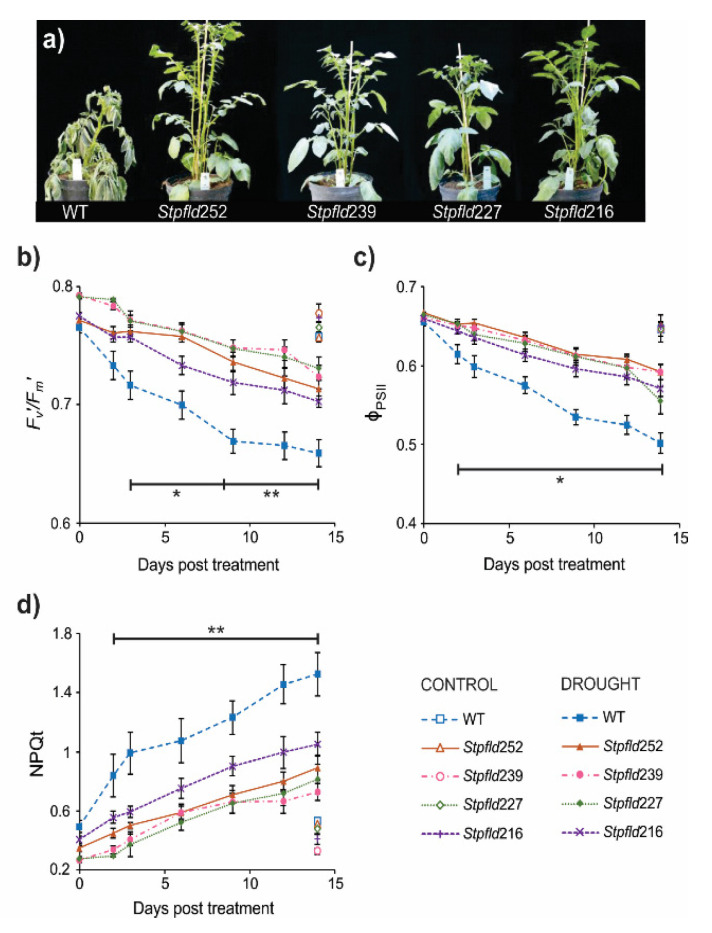
Phenotypes and photosynthetic activities of wild-type (WT) and Fld-expressing potato plants under short-term drought treatment. Thirty-days old plants were exposed to hydric stress under growth chamber conditions by interrupting irrigation. (**a**) Plants were photographed after 14 days of water withdrawal. (**b**–**d**) Photosynthetic parameters *F*’_v_/*F*’_m_ (**b**), ϕ_PSII_ (**c**) and NPQt (**d**) were determined at the indicated days of treatment, as described under Materials and Methods. Values are means ± SE of 4–6 biological replicates, and asterisks indicate statistically significant differences with the wild type using ANOVA and Tukey’s Multiple Comparison Test at *p* ≤ 0.1 (*) or *p* ≤ 0.05 (**).

**Figure 2:**
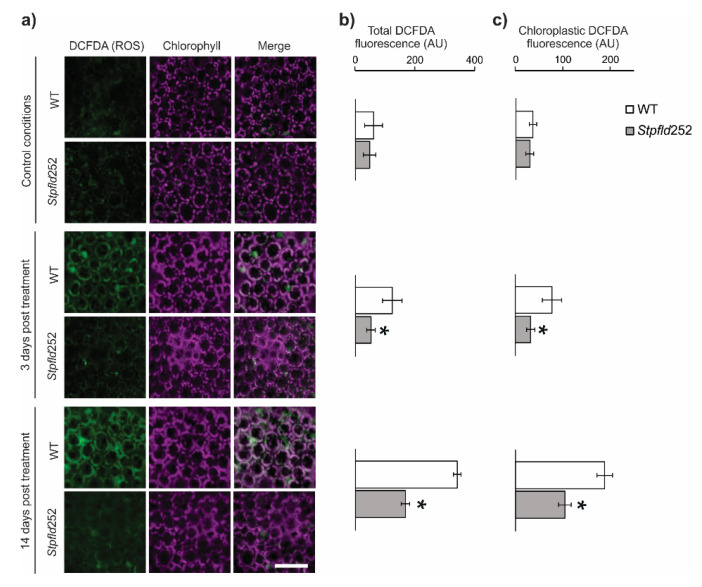
ROS accumulation in WT and Fld-expressing potato leaves under short-term drought treatment. ROS were visualized by fluorescence microscopy after leaf infiltration with 2′,7′-dichlorodihydrofluorescein diacetate (DCFDA). (**a**) Confocal microscopy analysis of subcellular ROS accumulation in leaves of 30-days old WT and *Stpfld252* plants after 0, 3 and 14 days of water withdrawal. Images show ROS fluorescence (left, green), chlorophyll auto-fluorescence (middle, magenta), and the merge of the two channels (right). Scale bar: 40 μm. Quantification of ROS levels in whole-leaf tissue (**b**) and chloroplasts (**c**) of WT and *Stpfld252* plants. Results are means ± SE of 5 replicates, and asterisks indicate statistically significant differences between lines using ANOVA and Tukey’s Multiple Comparison Test (* *p* ≤ 0.05).

**Figure 3:**
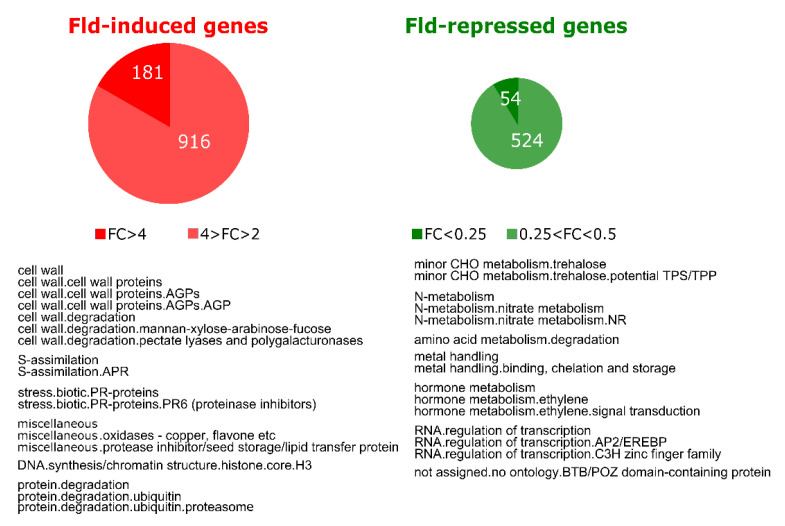
Effect of Fld expression on the potato transcriptome. Upper part: pie charts showing the number of genes that were induced (FC > 2 and FDR < 0.05) or repressed (FC < 0.5 and FDR < 0.05) by Fld in leaves of 30-days old *Stpfld252* plants under growth chamber conditions. Lower part: over-representation analysis of Mapman functional categories among Fld-responsive genes. The analysis was carried out separately for induced and repressed genes (Fisher’s exact test with Bonferroni correction and FDR < 0.05). The list of genes and their corresponding descriptions, functional assignments and FC values are described in Table S1.

**Figure 4:**
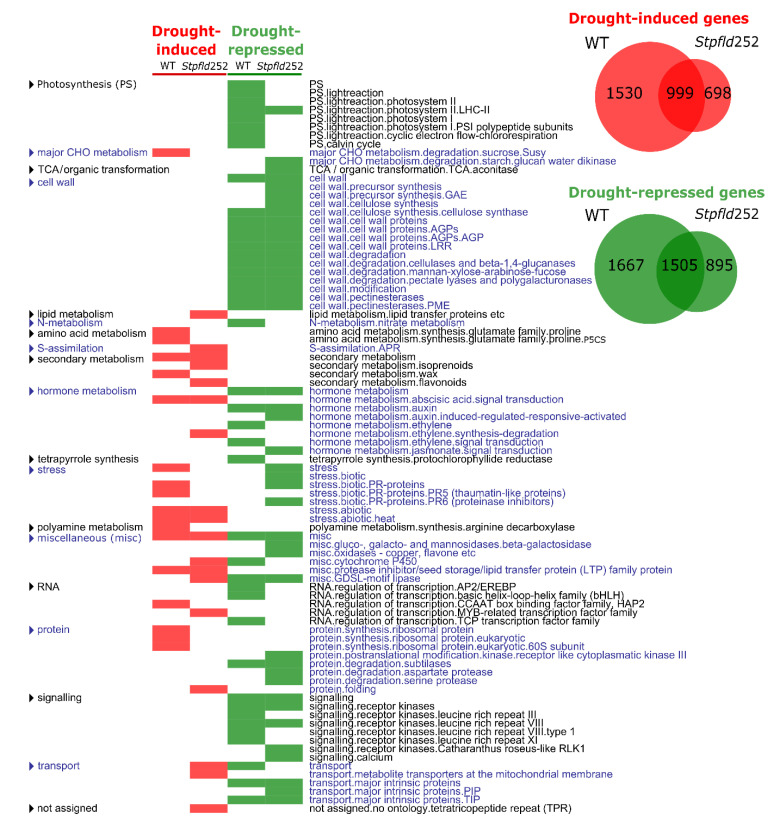
Drought stress led to extensive transcriptional reprogramming in both WT and Fld-expressing plants. Venn diagrams of genes differentially expressed (DE) in response to drought are shown in the right upper corner. Genes were defined as induced when FC > 2 and FDR < 0.05, and as repressed when FC < 0.5 and FDR < 0.05. On the left, list of functional categories with over-represented DE genes during the response of WT and *Stpfld252* plants to drought. The analysis was carried out separately for induced and repressed genes (Fisher’s exact test with Bonferroni correction and FDR < 0.05). The list of genes and their corresponding descriptions, functional assignments and FC values are described in Table S2.

**Figure 5:**
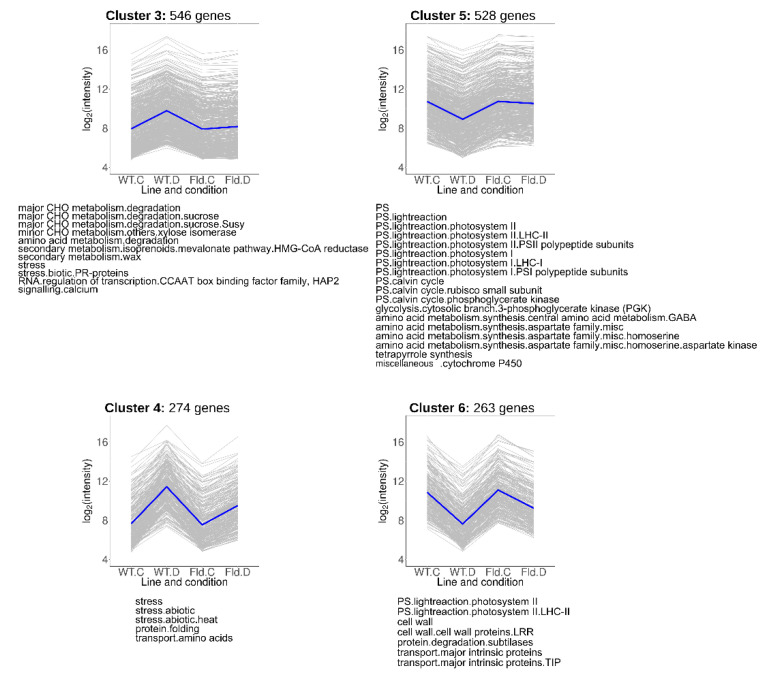
Clusters containing genes in which the drought response was abolished or ameliorated by Fld expression. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of all the genes contained in each cluster. Labels in the abscissa correspond to the WT line under control (WT.C) and drought conditions (WT.D), and the *Stpfld252* line under control (Fld.C) and drought conditions (Fld.D); those in the ordinates correspond to the FC values in log_2_ scale. For each pairwise comparison between lines or treatments, genes were defined as induced when FC > 2 and FDR < 0.05, and repressed when FC < 0.5 and FDR < 0.05. The total number of genes in each cluster is indicated above the corresponding panel, and the over-represented functional categories are shown below (analyzed using Fisher’s exact test with Bonferroni correction and FDR < 0.05). The list of genes belonging to these clusters and their corresponding descriptions, functional assignments and FC values in the multiple comparison tests are described in Table S4.

**Figure 6:**
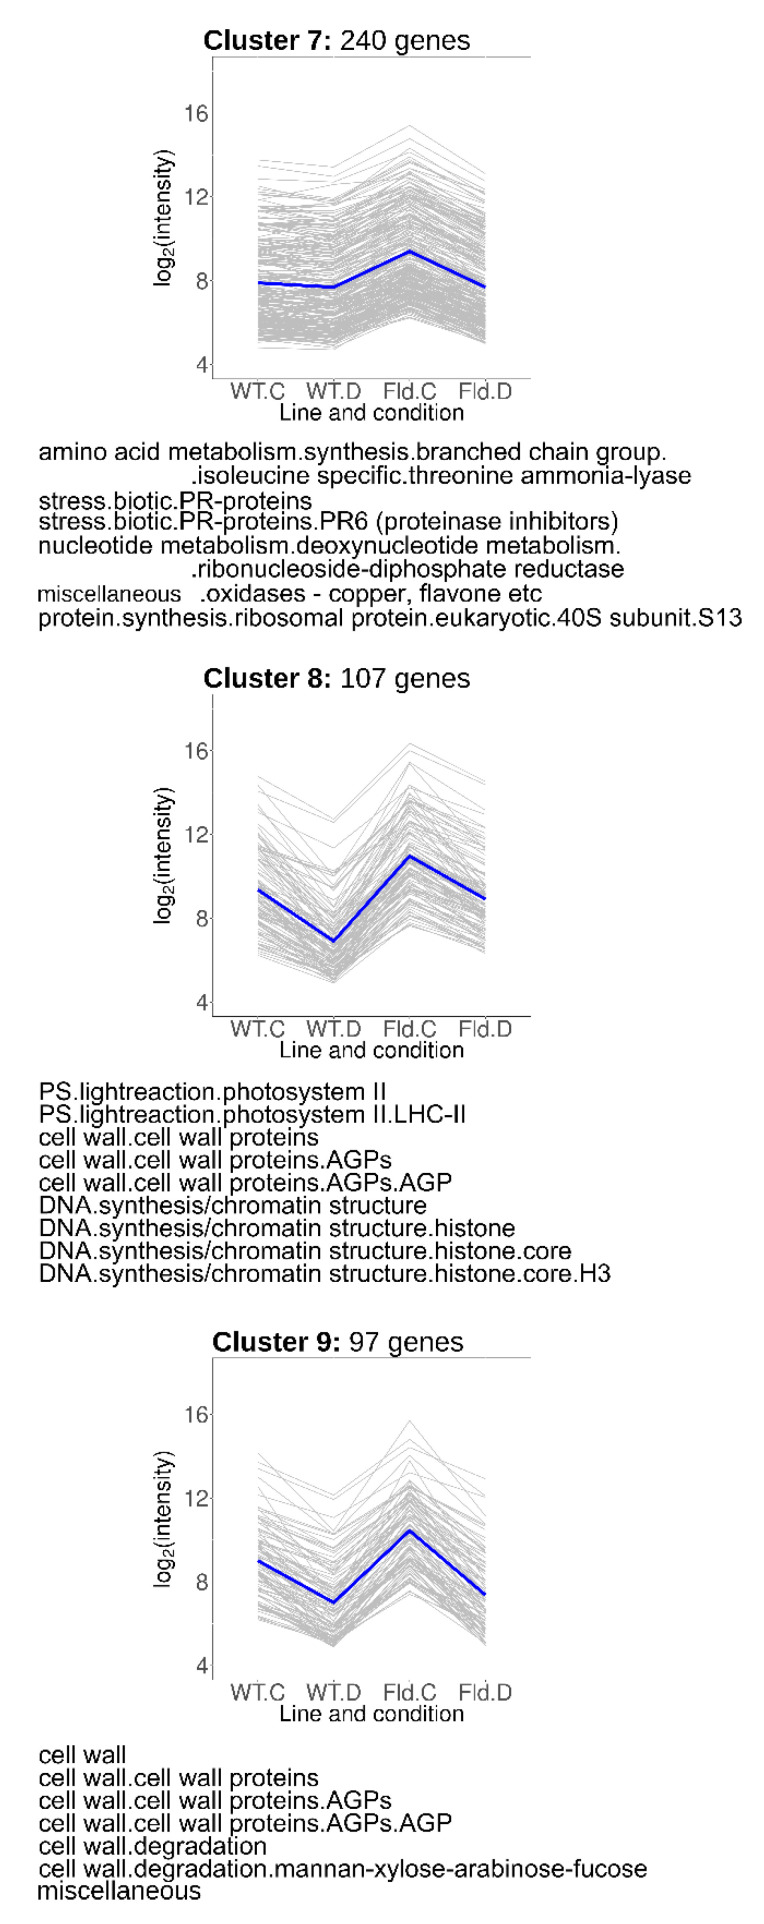
Genes regulated by Fld and drought in opposite directions. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of all cluster genes. Labels of the abscissa and ordinates, total number of genes in each cluster and list of over-represented pathways are indicated as in Figure 5. Further details are provided in Table S5.

**Figure 7:**
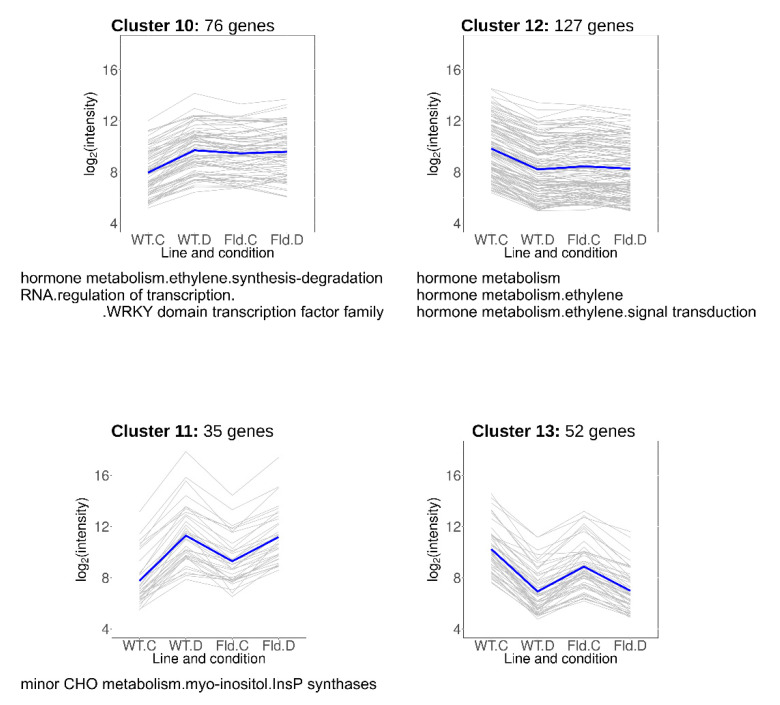
Drought-responsive genes primed by Fld in the absence of stress. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of all cluster genes. Labels of the abscissa and ordinates, total number of genes in each cluster and list of over-represented pathways are indicated as in Figure 5. Further details are provided in Table S6.

**Figure 8:**
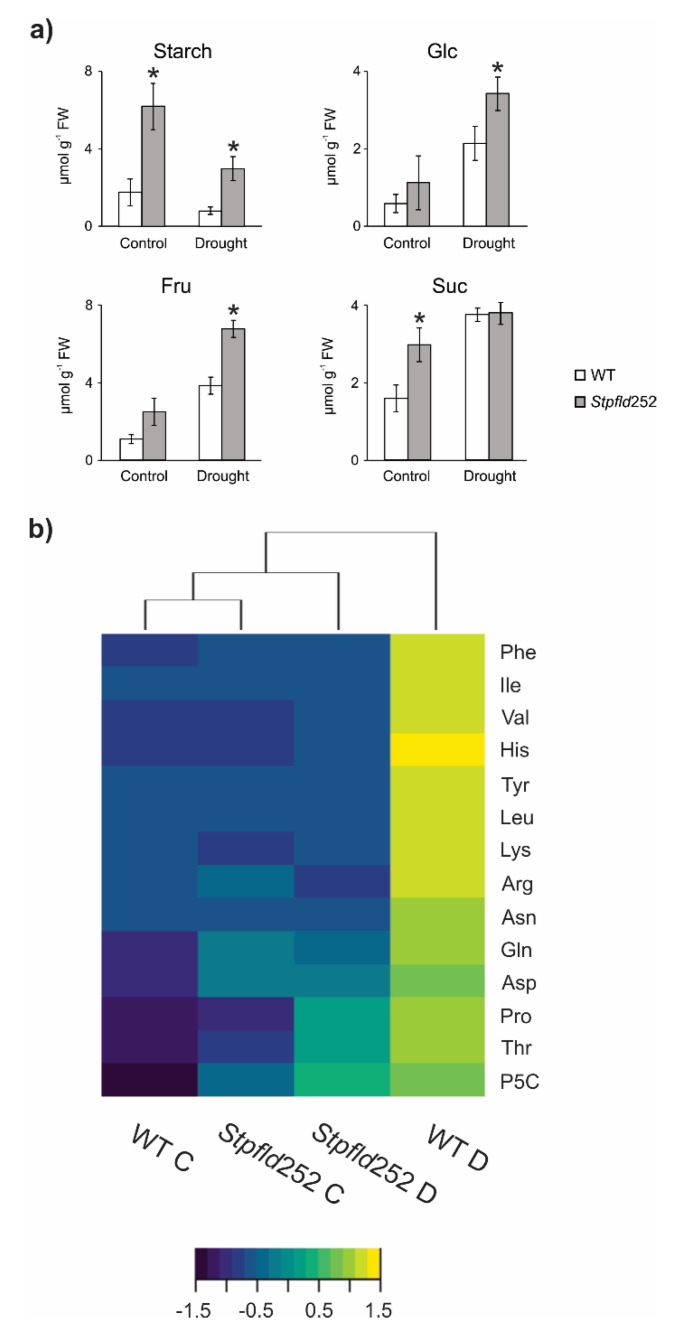
Effect of chloroplast Fld on carbohydrate and amino acid levels under water limitation. Extracts were prepared from leaves of 30-days old plants at 3 days of water deprivation and from their watered controls (8 h within the light period), and the levels of the indicated sugars and amino acids were determined as described under Materials and Methods. (**a**) Carbohydrate contents are given as means ± SE of 5–8 independent plants. Statistically significant differences between lines are shown by asterisks and were determined using ANOVA and Tukey’s Multiple Comparison Test (* *p* ≤ 0.05). FW, fresh weight. (**b**) Heat map of amino acids assayed for the different lines and treatments. Color scale corresponds to the standardized scores (dark blue for low values, yellow for high values). Quantitative data of amino acid determinations are shown in Figure S6. C, control conditions; D, drought. Heat maps were produced in R language using the heatmap. 2 function of the gplots package.

**Figure 9:**
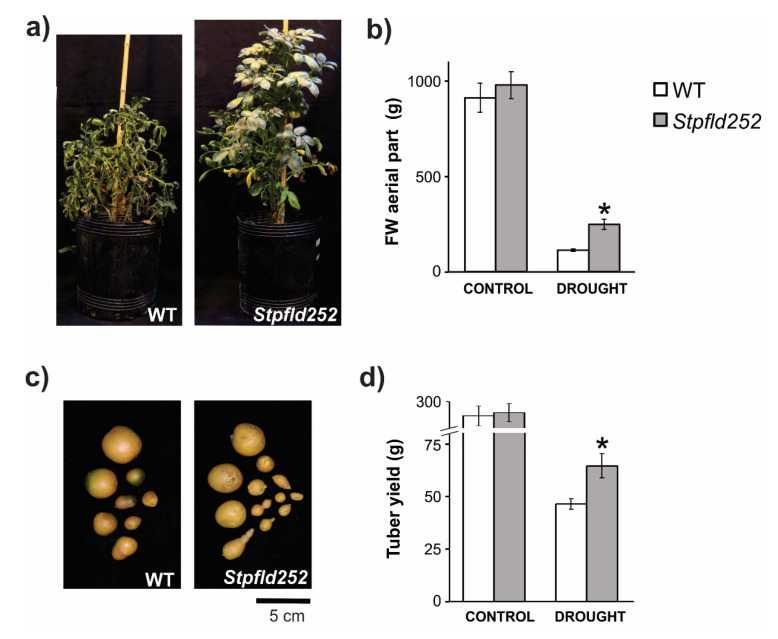
Phenotypes of WT and Fld-expressing potato plants under long-term drought treatment. Plants were grown in soil for 30 days at 100% FiC. Water irrigation was then interrupted until soil reached 40% FiC, rehydrated to 70% FiC and this protocol repeated for a total treatment of 90 days (Figure S7). (**a**) Plants were photographed after 90 days of drought treatment. (**b**) Fresh weight of aerial parts. (**c**) Representative photograph of tubers. (**d**) Tuber yield. Results are means ± SE of 5 replicate plants, and asterisks indicate statistically significant differences between lines using non-parametric Mann–Whitney test (* *p* ≤ 0.05).

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/19/7199/s1, Figure S1: Fld expression in leaves of transgenic potato plants. Figure S2: Relative water content during short-term drought. Figure S3: Low-populated clusters not shown in the main text Figures. Figure S4: Clusters formed by genes induced or repressed by drought independently of genotype. Figure S5: Comparison of expression patterns of selected DE genes as determined by microarray analysis (dark circles) and qRT-PCR (open circles). Figure S6: Amino acid profiling in leaves from WT and Fld-expressing potato plants. Figure S7: Long-term drought protocol. Figure S8: Comparison of drought-responsive DE genes in WT and Fld-expressing potato plants. Figure S9: Drought modified the ratios of amino acids related to nitrogen mobilization in WT but not *Stpfld* plants. Table S1: List of potato genes with altered expression patterns in response to Fld (Figure 3). Table S2: List of potato genes with altered expression patterns in response to drought in WT and Fld-expressing leaves (Figure 4). Table S3: List of potato genes belonging to clusters formed by drought-induced or repressed genes independently of genotype (Figure S4). Table S4: List of potato genes belonging to clusters formed by drought responses abolished or ameliorated by chloroplast Fld (Figure 5). Table S5: List of potato genes regulated by drought and Fld in opposite directions (Figure 6). Table S6: List of potato genes belonging to clusters formed by drought-responsive genes which were already primed by Fld in the absence of stress (Figure 7). Table S7: List of potato redox-associated genes differentially expressed in response to drought and/or Fld expression. Table S8: Primer sets used for qRT-PCR determinations.

## Abbreviations

ROS	reactive oxygen species
Fld	flavodoxin
Fd	ferredoxin
PETC	photosynthetic electron transport chain
WT	wild-type
SDS-PAGE	sodium dodecyl sulfate-polyacrylamide gel electrophoresis
RWC	relative water contents
PS	photosystem
NPQt	non-photochemical quenching of chlorophyll fluorescence
CLSM	confocal laser scanning microscopy
DCFDA	2′,7′-dichlorodihydrofluorescein diacetate
DE	differentially expressed
FC	fold-change
FDR	false discovery rate
ABA	abscisic acid
GABA	and γ-aminobutyrate
MIPS	myo-inositol-1-phosphate synthase
qRT-PCR	quantitative reverse-transcription
P5C	pyrroline-5-carboxylate
FiC	field capacity
CaMV	cauliflower mosaic virus

How the deposited data were processed for this re-analysis (not part of the article)

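Leaf RNA of potato plants of the wild type (WT) and of line *Stpfld252*, which expresses plastid-targeted flavodoxin (Fld), was measured under watered control conditions and after 3 days without water on 8 one-colour POCI arrays, 2 per genotype and treatment. According to the paper, each array carried 1 of 2 pools of plants per genotype and treatment. For each array, the authors deposited the output of Agilent's Feature Extraction software, from which the median fluorescence intensity of each spot and of its local background, the software's own processed signal and its quality flags were read. The processed signal is an intensity that the software had background-subtracted and detrended across the array surface, and neither it nor the median intensities had been normalized between arrays. Besides these, the authors deposited a table of log2 values, made according to the paper's methods with limma by normexp background correction, quantile normalization and a filter on dim probes, whose background measure and offset the paper does not state.

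Intensities were processed in R 4.3.3 with limma 3.58.1. The background-corrected signal was computed with normexp (offset 0) from the median signal and the median background of all spots, because the mean signal foreseen in the plan was not among the columns, and was quantile normalized on the log2 scale. Control spots were then removed. A probe was kept when its signal exceeded 1.1 times the 95th percentile of the 153 negative control spots on both arrays of at least 1 of the 4 groups, which left 36250 probes. One linear model with a mean for each group was fitted to all 8 arrays, and limma's moderated t-test gave the comparisons of drought with control in each line, of *Stpfld252* with WT in each treatment, and of the drought responses of the lines. Adjusted p-values are Benjamini-Hochberg false discovery rates within a comparison, and a probe was called when its rate was under 0.05 and its change over 2-fold. With 2 arrays per group, the spread of each probe was shared over the 4 groups and moderated across probes. Clusters were defined by the signs of the calls in the 4 pairwise comparisons, as in the paper's Tables S3 to S6.

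The precision comes from the replicate SD of 0.122 to 0.156 on the log2 scale, and depth from a median signal of 3.64 to 4.45 times the local background. The steps were tested on simulated data with the measured replicate spread, in which 200 of 36250 probes were changed in each comparison. At least 198 of the 200 were recovered, 0 with the wrong direction, and at most 6 unchanged probes were called. Of 40 simulated probes made for each of Clusters 1, 3, 5, 7 and 10, all 40 were placed there. All simulated changes exceeded 2-fold. Those for the clusters were well above the median changes measured there, and the spread of noisy probes was capped for them. The simulations thus show that the steps work for clear changes, not how reliably probes near the threshold are called or placed.

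Gene names and MapMan categories were taken from the paper's tables, of which Table S2 and the lists of Clusters 2 and 6 were analysed in part. The genes named are those of Table S8, the myo-inositol-1-phosphate synthase (MIPS) and ethylene response factor 5 probes of Table S6, the 3 largest changes in each direction of each comparison among called probes well above background whose groups did not overlap, and the 2 largest called changes of each category that the paper names. Counts of contigs treat probes that share a contig number as 1 unit. For the ratio of called probes, the limit for a change was the SD over the fits with 1 array left out, which was not fixed beforehand. Bounds on fold changes were made from the 95th percentile of the negative controls, a floor chosen after the values were seen because it gives lower bounds than the one first used. Where a signal not well above background itself lay over that percentile, it was taken as it was, and the bound then equals the fitted change.

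The alternatives fixed before the data were examined were a normexp offset of 16 or 50, the processed signal scaled to the 75th percentile of each array, median scaling or cyclic loess in place of quantile normalization, the deposited table of log2 values, no filter, 3 other filters, outlier spots set to missing, an intensity trend with a robust prior, fits of the 4 arrays compared, 1 correction over the 4 comparisons, a test against a fold change of 1.2, the replicate number as a block, and leaving out each array in turn. When 1 array is left out, the lone array of its group is assumed to vary like the other groups. Simulations used 20 draws with a fixed seed and permutations of spots or probes 1000, and tables were read with Python 3.11.15. Gene set tests were not run, because the array files carry neither descriptions nor sequences and the mapping of all probes to categories was not used here. Physiological measurements, metabolites, qRT-PCR values and tuber yields are not analysed here.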

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

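The tests of an additive slide effect, of a mislabelled array, of 1 scaling factor, of chance errors behind opposite calls and both tests of the nitrate metabolism probes were chosen only after the results were seen, while that of redundant probes was chosen with the data at hand but before its result was seen. The comparisons, thresholds and alternatives were set before the data were examined.

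A first difference between groups is that of the drought responses of WT and *Stpfld252*. In limma's test of the difference itself, 4274 of the 36250 expressed probes were past the threshold. An additive effect of the slide cancels in this comparison and would leave almost none of the 4274. A mislabelled array would correlate better with another group than with its own replicate, whereas the lowest correlation within a group was 0.997 and the highest between arrays of different groups 0.981. Redundant probes of a few contigs would inflate the ratio of called probes, but it was 1.34 when each contig or single sequence was counted once. What stays open is whether the pools of 1 line were sampled or handled differently in 1 treatment. Genotype coincides with the position on the slide, so a position that acted differently on the 2 slides cannot be excluded by design. The closeness of replicates, examined afterwards, argues against it as the main cause. The 2 arrays of a group also lay at different positions, and at most 0.246% of the expressed probes differed by over 2-fold between them. Averaged over both slides, spike-in RNAs differed between the positions of *Stpfld252* and WT by −0.065 to 0.241 on the log2 scale. The exception was 1 kind at 0.855, which also varied within a slide (SD 0.789). Since opposite effects on the 2 slides would cancel in this average, it does not test whether a position acted differently on them. A response of *Stpfld252* to water withdrawal that differs from that of WT is a hypothesis these tests did not exclude. A single scaling factor for all probes does not account for the difference, because after the WT response was multiplied by the slope of 0.69 between the lines, 2778 probes differed from the scaled response past the threshold, 1194 above and 1584 below it, and 2369 of them were also past it for the plain difference.

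The 5 nitrate and nitrite reductase probes of Table S1 differ between the lines in the same way, and they were singled out after their values were seen. Drought changed them by −4.13 to −8.90 on the log2 scale in WT and by −0.69 to 1.46 in *Stpfld252*, with a median difference of 6.10 fitted to all 5 and adjusted p-values in limma's test of the difference from 4.3e-08 to 1.4e-06. This median is the value of POCD505TP, which was not well above background on either WT drought array, and with that probe at its bound, a decrease of at least 88.4-fold in WT, the median is 5.83. One deviating array would bring the difference close to 0 when left out, and the fitted median stayed between 5.96 and 6.59, and the differences of the other 4 probes between 5.47 and 8.48, without any 1 of the 8 arrays. Signals near background would be a further technical explanation, but these 4 probes were well above background on both WT drought arrays, with decreases of 17.5-fold to 479-fold. Whether the lines differed in nitrate supply or in the time of harvest was not tested. A candidate explanation is that Fld kept these transcripts from falling under drought, and since all 5 were also lower in *Stpfld252* than in WT under control conditions, it would have to act in opposite directions in the 2 treatments. Table S1 lists only probes called between the lines in control, so that the 5 share this is a result of selection. A further nitrite reductase probe, MICRO.8565.C1, differed by 0.0017 in control. Drought changed it by −1.86 in WT and −0.62 in *Stpfld252*.

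Drought called 109 probes in opposite directions in the lines, 61 induced in WT and repressed in *Stpfld252* and 48 the reverse, and the difference was past the threshold for all 109. Chance errors could yield such calls, but in 20 simulations in which the response of *Stpfld252* was the WT response times the slope, at most 1 probe was called in opposite directions. Of the 109, 98 were well above background on every array. The analysed tables list 85 of the 109 under a category, some of them without a sequence match. They include the asparagine synthetase MICRO.3150.C2 (6.34 in WT and −2.86 in *Stpfld252*), 3 probes described as lysine-ketoglutarate reductases (MICRO.7729.C1, MICRO.7180.C1 and MICRO.4464.C2) with 2.76 to 2.99 in WT and −2.72 to −2.30 in *Stpfld252*, and 5 glutaredoxin probes, of which 4 were repressed in WT and induced in *Stpfld252*, such as MICRO.15924.C1 (−2.09 and 1.95), and bf_mxflxxxx_0032e01.t3m.scf went the other way (1.18 and −1.16), all picked out after their values were seen. Whether these opposite responses belong to Fld or to the pools sampled for each line is open, since 1 transgenic line was measured.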

How the results depend on the processing

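No test in this part was chosen only after its result was seen. The rule for the ratio of called probes, which was judged against the SD of 0.0434 over the fits with 1 array left out, was written with the data at hand.

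Over 16 alternatives and 8 fits with 1 array left out, 15 summary results (numbers of probes called, expressed or in clusters, and the ratio of calls in WT to those in *Stpfld252*) were recomputed. Of the values, 343 stayed within 1.5 times the reported count, or within that SD for the ratio, and 14 did not. With a normexp offset of 50, the Fld effect in control had 858 induced and 450 repressed probes, drought in *Stpfld252* 1335 induced probes, the ratio was 1.43, and Clusters 7 to 9 held 352 and Clusters 10 to 13 held 231 probes. The processed signal scaled to the 75th percentile gave 2454 probes induced by Fld in control, 4382 repressed by drought in *Stpfld252*, 3449 induced in *Stpfld252* against WT under drought, a ratio of 1.23 and 955 probes in Clusters 7 to 9. The ratio was 1.25 with median scaling and 1.46 with cyclic loess, and lay between 1.26, without *Stpfld252* drought replicate 2, and 1.39 with 1 array left out. For these moved values the cause was not tested. The ratio was above 1 in every fit, and the number of WT calls with a smaller response in *Stpfld252* exceeded that of *Stpfld252* calls with a larger response in every setting where the difference was fitted, from 1786 against 629 to 3530 against 1597. With median scaling the induced share of the drought calls in *Stpfld252* rose from 41.9% to 55.2%.

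The replicate numbers gave little sign of pairing across groups, where the differences between replicates had correlations of −0.148 to 0.161 across pairs of groups. With the replicate number as a term (replicate block), 6600 of 6600 calls of drought in WT, 4847 of 4847 in *Stpfld252*, 2093 of 2094 of Fld in control, 3905 of 3905 of Fld under drought and 4269 of 4274 of the difference were shared with the reported fit. A slide block could not be fitted, because each treatment lies on 1 slide, and gene set tests were not run, nor were their alternatives.

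For the probes named in the text, 482 values were recomputed 11259 times. Direction and side of the threshold stayed in 11041 cases, the call was lost in 109, a call was gained in 39 and the sign changed in 70. None of the 70 was past the threshold as reported or under the alternative. With a normexp offset of 16 the sign changed for the difference between the lines at MICRO.3219.C2 (−0.18), MICRO.13148.C1 (−0.31) and MICRO.11279.C2 (0.10). An offset of 50 changed it for the difference between the lines at MICRO.3219.C2 (−0.22), MICRO.15212.C1 (−0.018), MICRO.13148.C1 (−0.81) and MICRO.11279.C2 (0.19). The processed signal gave the other sign for the difference between the lines at MICRO.3219.C2 (−0.66), POCBK06TP (0.33) and MICRO.13760.C1 (−0.50), for the drought change in *Stpfld252* at MICRO.4165.C3 (0.12) and POCAZ84TP (0.72), for the drought change in WT at MICRO.767.C1 (0.056) and STMEH61TV (−0.23), for the change in *Stpfld252* against WT in control at MICRO.11295.C1 (0.090), for the change in *Stpfld252* against WT under drought at MICRO.2503.C3 (0.15). Median scaling did so for the difference between the lines at MICRO.1887.C4 (−0.12), STMCQ37TV (0.080), POCBK06TP (0.41) and ACDA03407D11.T3m.scf (0.046), for the drought change in *Stpfld252* at bf_ivrootxx_0006e10.t3m.scf (0.23), MICRO.773.C9 (−0.065) and POCAZ84TP (1.54), for the drought change in WT at MICRO.767.C1 (0.0042), for the change in *Stpfld252* against WT in control at MICRO.11295.C1 (0.036) and MICRO.8565.C1 (−0.016). Under cyclic loess it changed for the difference between the lines at MICRO.1887.C4 (−0.0098), STMCQ37TV (0.16), MICRO.3219.C2 (−0.063) and POCBK06TP (0.41), for the drought change in *Stpfld252* at MICRO.773.C9 (−0.080) and POCAZ84TP (0.44), for the drought change in WT at MICRO.4637.C1 (−0.092), for the change in *Stpfld252* against WT in control at MICRO.11295.C1 (0.015). The deposited value table changed it for the difference between the lines at MICRO.3219.C2 (−0.18), MICRO.13148.C1 (−0.31) and MICRO.11279.C2 (0.10). With 1 array left out, the range over the 8 fits was for the difference between the lines −0.16 to 0.13 at POCBK06TP, −0.21 to 0.36 at MICRO.3219.C2, −0.15 to 0.13 at MICRO.11279.C2 and −0.0026 to 0.11 at MICRO.3219.C1. It was for the drought change in *Stpfld252* −0.0069 to 0.011 at MICRO.773.C9, −0.059 to 0.015 at bf_cswbxxxx_0027a10.t3m.scf, −0.25 to 0.28 at POCAZ84TP, −0.23 to 0.086 at bf_ivrootxx_0006e10.t3m.scf, −0.41 to 0.17 at MICRO.4165.C3, −0.16 to 0.049 at bf_mxlfxxxx_0044h01.t3m.scf, −0.096 to 0.41 at MICRO.7177.C3 and −0.14 to 0.080 at MICRO.3134.C1. It was for the drought change in WT −0.17 to 0.11 at MICRO.1588.C8, −0.12 to 0.095 at TBSK04012FG04.t3m.scf and −0.050 to 0.072 at MICRO.4637.C1. It was for the change in *Stpfld252* against WT in control −0.11 to 0.075 at MICRO.11295.C1, −0.076 to 0.079 at MICRO.8565.C1 and −0.17 to 0.37 at MICRO.7174.C1. The cause was not tested for any of these changes of sign.

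Signal over background limits the fold changes of dim probes. Of the calls by drought, 589 in WT and 278 in *Stpfld252* were not well above background on either array of 1 treatment, and of those of Fld under control conditions and under drought, 132 and 275 on either array of 1 genotype. Their fold changes depend on the offset, and requiring signal on all 8 arrays left 32002 probes, with 5956 of the 6600 calls of drought in WT and 4367 of the 4847 in *Stpfld252* shared.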

Differences from the paper's values

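No test in this part was chosen only after the result was seen, except that a log2 value was called different by the SD of its probe pooled over the 4 groups, a rule changed after the first output, which moved 1 further value past it, and that the search for defensins by description was corrected after its first result was seen. Alternatives are those set before the data were examined, unless a search made afterwards is named.

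The paper gives 29 transcription factors of the apetala2/ethylene-responsive family as repressed by Fld under control conditions (the paper's value), whereas 12 of the 21 probes that Table S1 places in the AP2/EREBP category were repressed. None of the alternatives came within 1.5 times the paper's value, with 10 or 12 repressed in each. The 17 repressed probes of the ethylene categories share no probe with these, and both together, a count chosen after the values were seen, make 29 here and 25 to 29 in the alternatives.

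For probes that the paper names, 14 log2 values differ from those of its tables by more than the replicate SD of the probe itself, which ranged from 0.00832 at MICRO.773.C9 to 0.134 at MICRO.11045.C2, so that a small difference counts where the replicates lay close together. All 14 fall within it with a normexp offset of 16 and with the deposited value table, and none does with the alternatives not named here. At bf_ivrootxx_0045h05.t3m.scf (ATHB7), the change in *Stpfld252* against WT in control was 1.52 (the paper's value 1.42), within it also without WT control replicate 2 or *Stpfld252* control replicate 1. At MICRO.11045.C2 (GAST1), the drought changes were −9.01 (the paper's value −8.56) in WT and −8.16 (the paper's value −7.79) in *Stpfld252*, the latter within it also with median scaling and cyclic loess. For the ethylene response factor 5 probe bf_ivrootxx_0006e10.t3m.scf, they were −1.81 (the paper's value −1.49) for drought in WT and −1.45 (the paper's value −1.22) for *Stpfld252* against WT in control, the latter within it also without *Stpfld252* control replicate 1. At MICRO.773.C2 they were −2.71 (the paper's value −2.59) for drought in WT, −3.37 (the paper's value −3.18) for *Stpfld252* against WT in control, and 0.51 (the paper's value 0.45) for drought in *Stpfld252*, the last within it also with the processed signal and without *Stpfld252* control replicate 2. At MICRO.773.C4 drought gave −1.19 (the paper's value −1.06) in WT, within it also without WT control replicate 2 or WT drought replicate 1, and −0.43 (the paper's value −0.33) in *Stpfld252*, within it also with cyclic loess and without any 1 of the WT arrays, *Stpfld252* control replicate 1 or *Stpfld252* drought replicate 1. Between the lines, this probe had −1.78 (the paper's value −1.54) in control and −1.03 (the paper's value −0.82) under drought, the latter within it also with cyclic loess. At MICRO.773.C9 the values were −2.02 (the paper's value −2.01) for drought in WT, within it also without WT drought replicate 1 or *Stpfld252* drought replicate 1, and −1.74 (the paper's value −1.72) for *Stpfld252* against WT in control, within it also with the processed signal, with median scaling, and without WT drought replicate 2, *Stpfld252* control replicate 1 or *Stpfld252* drought replicate 1.

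Counts of called probes and of cluster members were higher here than in the paper and stayed within 1.5 times its values. The deposited value table equals the values computed here with a normexp offset of 16 to within 5.2e-14 on the log2 scale. Analysed in the same way, it gives the paper's counts of called probes. It gives 27622 probes called in none or 1 comparison and 4847 in at least 2, where 30553 and 5697 were found with the offset of 0. The numbers 27622 and 4847 are the paper's values, but the paper describes the 27622 as unaffected by treatment or genotype. With the deposited values, 24028 of them were called in none and 3594 in 1 comparison.

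Some statements of the paper differ from the tallies. The paper describes ethylene metabolism and signalling as lowered by Fld throughout, and 17 probes of Table S1 were repressed and 11 induced. PR-12 defensins are placed in Cluster 7, where 0 probes carry that category and 1 is described as a pseudothionin. Fasciclin-like proteins are given for Cluster 9, which holds 1 probe so described, and a search made afterwards found 5 in Clusters 7 to 9. Expansins are described as well represented among the repressed clusters, with 2 probes in the analysed parts of Clusters 2, 6, 8 and 9 and, in a search made afterwards, 6 in Clusters 3, 4, 12 and 13, of which 4 were induced by drought in WT. Abiotic stress is described as specific to Clusters 1 and 4, and Cluster 3 holds 23 such probes beside 24 and 34. The ATHB7 probe is placed in Cluster 11, and it was also lower in *Stpfld252* than in WT under drought here, with −1.79, so that it fell outside that cluster. The ACO1 probe is placed in the same cluster as the proteasomal RPN9b, which drought did not change past the threshold here, whereas ACO1 changed by −2.22 in WT and −1.18 in *Stpfld252*, the latter call lost with the processed signal. The paper calls MICRO.8565.C1 a nitrate reductase, and the tables describe it as a nitrite reductase.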

Other observations

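The tests of the array surface as the whole cause and of the directions with separate WT control arrays were chosen only after results were seen, as were the rule that judged the share between blocks by the permutations, the count of calls per range of intensity and the look at the spike-ins of the lowest range. The other tests in this part were chosen with the data at hand but before their results were seen.

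Probes called by drought in the same direction in both lines numbered 2926. An effect of the slide that is specific to a probe would call it equally in both lines, so for these 2926 probes slide and drought cannot be told apart, because all drought arrays lay on 1 slide. A shift between the slides that depends on intensity was examined with the 10 kinds of spike-in RNA. The largest difference between the slides at a spike-in was 1.18 on the log2 scale in size, where the drought slide was lower, and it exceeded the limit set for this test. That kind also varied most within a slide (SD 0.789), its level of 12.11 lies between those of kinds at 11.43 and 13.67 that differed by 0.06 and −0.08, and the other 9 differed by at most 0.209. Such a shift would move probes of similar intensity in the same direction. In each of the upper 9 of 10 ranges of intensity with 3625 probes, 57 to 192 were induced and 78 to 251 repressed. These counts alone do not test the shift, because quantile normalization equalizes the distributions of the arrays. The median drought change in these ranges was −0.0031 to 0.083 in WT and 0.036 to 0.074 in *Stpfld252*. A remaining shift of that size does not account for the 2906 probes called there, each over 2-fold. In the lowest range 3 probes were induced and 17 repressed. The spike-ins at 4.17 and 4.57 within it differed by 0.07 and 0.08 after normalization and by 0.61 and 0.45 before, but they lie near background, the lower one below the threshold for expressed probes, so for these 20 probes such a shift stays open.

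Uneven hybridization across the surface of the array leaves a trace in the data. Between 70 blocks of neighbouring spots lay 1.35% of the variance of the drought change in WT, above the highest of 1000 permutations of the spots (0.302%), and 0.499% to 2.53% in the other comparisons. It may account for a small part of the variance, but as the whole cause of the calls it was tested by centring every block on each array, after which 92.9% of the probes called by drought in WT kept their call.

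The effects of Fld in control and of drought in WT share the WT control arrays, whose chance values could make them look alike. With a different WT control array for each effect, drought in WT also repressed 82.1% and 82.2% of the probes repressed by Fld, among those over 2-fold in both, against at most 69.2% in 1000 permutations of the probes, which are not independent of each other. For probes induced by Fld, the share also induced by drought was 50.1% and 46.1%, inside the range of the permutations (up to 56.2% and 53.0%), so for these the test does not decide. The correlation of both effects across all probes was weak, at 0.0962, and with a different WT control array for each effect it was 0.0852 and 0.0592, so part of it remained without shared arrays. The split removes errors of single arrays only, and a deviation common to both WT control arrays would still move both effects together. An overlap of both programmes among repressed genes is a hypothesis, and 353 of the 948 probes called by both went in opposite directions.

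Not every effect of Fld in control was found under drought. Of 1370 probes induced in *Stpfld252* under control conditions, 508 (37.1%) were also called induced under drought and 100 repressed, and of 724 repressed probes 209 (28.9%) were called repressed and 58 induced. Among the probes of Table S1, 53 of 58 for the proteasome (91.4%), 9 of 28 for ethylene and 0 of 5 for nitrate metabolism were called in the same direction in both treatments. The difference of the drought responses was past the threshold for 827 probes with no drought call in either line.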
